# Inhibiting Mitochondrial Cytochrome *c* Oxidase Downregulates Gene Transcription After Traumatic Brain Injury in *Drosophila*

**DOI:** 10.3389/fphys.2021.628777

**Published:** 2021-03-15

**Authors:** Ekta J. Shah, Maik Hüttemann, Thomas H. Sanderson, Katherine Gurdziel, Douglas M. Ruden

**Keywords:** traumatic brain injury, sex-differences, gene expression, near-infrared light, mitochondria

## Abstract

Traumatic brain injuries (TBIs) caused by a sudden impact to the head alter behavior and impair physical and cognitive function. Besides the severity, type and area of the brain affected, the outcome of TBI is also influenced by the patient’s biological sex. Previous studies reporting mitochondrial dysfunction mainly focused on exponential reactive oxygen species (ROS) generation, increased mitochondrial membrane potential, and altered mitochondrial dynamics as a key player in the outcome to brain injury. In this study, we evaluated the effect of a near-infrared (NIR) light exposure on gene expression in a *Drosophila* TBI model. NIR interacts with cytochrome *c* oxidase (COX) of the electron transport chain to reduce mitochondrial membrane potential hyperpolarization, attenuate ROS generation, and apoptosis. We subjected *w*^1118^ male and female flies to TBI using a high-impact trauma (HIT) device and subsequently exposed the isolated fly brains to a COX-inhibitory wavelength of 750 nm for 2 hours (hr). Genome-wide 3′-mRNA-sequencing of fly brains revealed that injured *w*^1118^ females exhibit greater changes in transcription compared to males at 1, 2, and 4 hours (hr) after TBI. Inhibiting COX by exposure to NIR downregulates gene expression in injured females but has minimal effect in injured males. Our results suggest that mitochondrial COX modulation with NIR alters gene expression in *Drosophila* following TBI and the response to injury and NIR exposure varies by biological sex.

## Introduction

Traumatic brain injury (TBI) results from a violent blow or jolt to the head causing a wide range of physical and psychological effects (Finnie and Blumbergs, 2002; Ciuffreda et al., 2016; Dale Horne, 2018). There are estimated to be about 2.5 million TBI cases every year that require emergency department visits or result in death (Taylor et al., 2017). The most common causes of TBI include sports, motor vehicle accidents, falls, and violence (Hiebert et al., 2015) with the symptoms of the injury depending on the type and area of the brain affected (Morries et al., 2015). TBI is a heterogenous disorder consisting of primary damage resulting from direct mechanical forces followed by secondary damage centered on mitochondrial dysfunction leading to neuronal death (Cheng et al., 2012).

Mitochondria are membrane-bound organelles distributed throughout the brain cytosol and responsible for energy production using the electron transport chain (ETC) (Kim et al., 2017). The ETC is a series of protein complexes made of NADH dehydrogenase (complex I), succinate dehydrogenase (complex II), ubiquinone, *bc*_1_-complex (complex III), cytochrome *c* (Cyt*c*), and cytochrome *c* oxidase (COX; complex IV) (Hüttemann et al., 2008). Complexes I, III, and IV pump protons across the inner mitochondrial membrane to generate the mitochondrial membrane potential (ΔΨ_m_) (Hüttemann et al., 2008) which is utilized by ATP synthase (complex V) to synthesize ATP from ADP and phosphate (Hüttemann et al., 2008; Sanderson et al., 2013). An optimal physiological ΔΨ_m_ between 120–140 mV allows efficient ATP production and minimal reactive oxygen species (ROS) generation from complexes I and III (Sanderson et al., 2013). Disruption of ΔΨ_m_ is considered as an indicator of mitochondrial damage causing decreased respiration, decreased ATP production, increased ROS generation and induction of apoptosis by efflux of macromolecules like Cyt*c* and caspase-9/caspase-3 cascade activation (Singh et al., 2006; Watts, 2016).

Mitochondrial impairment has been shown to play a key role in several neurodegenerative disorders including Alzheimer’s disease (AD), Parkinson’s disease (PD), amyotrophic lateral sclerosis (ALS), ischemic brain injury, and stroke (Reddy, 2009; Sanderson et al., 2013, 2018; Strubakos et al., 2020). Following TBI using a controlled cortical impact model, mitochondrial dysfunction and calcium perturbation was observed in male rats (Xiong et al., 1997). A significant decrease in mitochondrial oxidative phosphorylation and calcium buffering capacity was observed in male mice 3 hr post-TBI (Singh et al., 2006). These mice also show structural damage to isolated mitochondria and an increase in oxidative stress (Singh et al., 2006). A *Drosophila* model of TBI also showed significant decrease in ATP production which was observed 24 hr after injury (Sen et al., 2017). It is evident that production of ROS, hyperpolarization of ΔΨ_m_ beyond the physiological range, and caspase activation induce mitochondrial damage following TBI (Lifshitz et al., 2004; Kim et al., 2017). Additionally, biological sex has been shown to influence mitochondrial function (Demarest and McCarthy, 2015; Ventura-Clapier et al., 2017) and the outcome to TBI (Leitgeb et al., 2011; Gupte et al., 2019) but the role of sex-differences in mitochondrial function in response to TBI has not been studied. In a previous study, we observed sex differences in mitochondrial gene transcription and oxidation in *Drosophila* subjected to trauma using the high-impact trauma device (HIT-device) (Katzenberger et al., 2015; Shah et al., 2020). Thus, efforts to attenuate mitochondrial damage have been increasingly studied in TBI, as mitochondrial maintenance could possibly preserve brain function (Watts, 2016). However, most pharmacological approaches to circumvent mitochondrial damage suffer from a critical issue: the ability of drugs to cross the blood-brain barrier and attain effective concentrations in the injured tissue (Sanderson et al., 2013).

In the current study, we explore a non-pharmacological approach of preserving mitochondrial damage in TBI using near-infrared (NIR) light. Photobiomodulation (PBM) or the use of NIR has been studied as a therapeutic alternative in animal and human TBI to protect tissue from dying, increase mitochondrial function, improve blood flow, stimulate healing and tissue oxygenation (Naeser et al., 2011; Hamblin, 2018). PBM involves shining red or NIR light onto the head where the light penetrates into the brain and is absorbed by specific chromophores (Hamblin, 2018). NIR has been shown to interact with cytochrome *c* oxidase (COX), the terminal complex of the ETC (Sanderson et al., 2018; Strubakos et al., 2020). COX contains several chromophores including two copper centers that act as photoacceptors for NIR and absorb light in the range of 700–1000 nm (Karu and Afanas’eva, 1995). Many studies in animal models of TBI using NIR from light-emitting diodes (LEDs) have found improved neurological and cognitive function and reduced inflammation and cell death in brain post-exposure (Naeser et al., 2011; Hamblin, 2018). *Drosophila* exposed to 670 nm NIR showed increased ATP production and reduced inflammation with age (Begum et al., 2015) whereas irradiating *Drosophila pink1* mutants at 808 nm rescued mitochondrial defects (Vos et al., 2013). Recent studies in animal models of stroke and ischemia/reperfusion injury have found that NIR exposure at 750 nm inhibits COX activity (Sanderson et al., 2018), reduces mitochondrial respiratory and ΔΨ_m_, and prevents ROS generation (Sanderson et al., 2018; Strubakos et al., 2020). In line with this evidence, we sought to investigate the effect of modulating mitochondrial COX activity with 750 nm NIR exposure in both sexes of a *Drosophila* model of mild traumatic brain injury (mTBI). *Drosophila* brain is enclosed in an exoskeleton consisting of chitin which strongly absorbs NIR and although previous studies found other wavelengths to penetrate fly and mammalian tissues effectively, we found 750 nm NIR penetration through the exoskeleton ineffective. Thus, we isolated fly brains from *w*^1118^ male and female flies inflicted with trauma using the HIT-device at control, 1, 2, and 4 hr post-TBI and exposed them to NIR at 750 nm for 2 hr. Post-treatment, we assessed change in gene expression separated by sex and found an overall downregulation in transcription in *w*^1118^ females in response to NIR exposure. As compared to *w*^1118^ females, we saw fewer changes in *w*^1118^ males in response to TBI and NIR exposure. These data suggest that outcome to TBI differs between sexes in *Drosophila* exposed to NIR, which could be a result of sex-differences in mitochondrial function. This is the first study to investigate the response of mitochondrial COX inhibition using NIR light at a single wavelength in both sexes post-TBI within 4 hr.

## Materials and Methods

### Fly Stocks and Crosses

*w*^1118^ stock were obtained from the Bloomington *Drosophila* Stock Center and *repo*-GFP stock was a gift from Dr. Laura Buttitta (University of Michigan). Fly stocks were stored at 25°C at constant humidity and fed with standard sugar/yeast/agar medium. All assays were performed on adult mated flies (10–14 days old).

### Traumatic Brain Injury

Both sexes of *w*^1118^ and *repo*-GFP flies were subjected to a single strike full body trauma using a modified HIT device with the impact arm constrained to a 45° angle (Katzenberger et al., 2013; Sen et al., 2017). This device inflicts mild TBI to the flies. No more than 50 flies were placed in a plastic vial before being confined to the bottom quarter of the vial by a stationary cotton ball. Upon deflection and release of the spring, the vial rapidly contacts a styrofoam pad delivering a mechanical force to the flies as they contact the vial wall and rebound causing closed head trauma.

### NIR Light Emitting Diodes and Exposure

Diodes (epoxy lens type infrared illuminator LED750-66-60, Roithner Lasertechnik, Vienna, Austria) were mounted on heat sinks (black aluminum, 47 × 20 for LED array 60 chips) together with a small fan (EC3010M05X; Evercool, New Taipei City, Taiwan) operated in reverse mode to avoid any heating of the brain tissue (Sanderson et al., 2018). The diodes were operated with an energy density of 100 mW/cm^2^. Brains were dissected from control flies or flies exposed to trauma 1, 2, and 4 hr after injury. Approximately 10–15 fly brains were dissected for each condition and placed in a 35 mm petri dish containing cold Schneider’s media. The petri dish was then placed under the 750 nm diode within 2 cm distance and exposed to NIR for 2 hr. Post-exposure, brains were immediately processed for either RNA collection or confocal imaging.

### RNA Isolation

Total RNA was extracted from *w*^1118^ single fly brains using QIAzol^®^ lysis reagent and Direct-zol^TM^ RNA MicroPrep kit (Zymo Research) following manufacturer’s instructions.

### 3′-mRNA Expression Analysis

Expression analysis was conducted in collaboration with the Wayne State University Genome Sciences Core. Three biological replicates were used for each condition (Shah et al., 2020).

QuantSeq 3′-mRNA-Seq Library Prep Kit FWD for Illumina (Lexogen) was used to generate libraries of sequences close to the 3′ end of polyadenylated RNA from 15 ng of total RNA isolated from single fly brain in 5 μl of nuclease-free water following the low-input protocol. Library aliquots were assessed for overall quality using the ScreenTape for the Agilent 2200 TapeStation and quantified using Qubit^TM^ 1X dsDNA HS Assay kit (Invitrogen). Barcoded libraries were normalized to 2 nM before sequencing at 300 pM on one lane of a NovaSeq 6000 SP flow cell. After de-multiplexing with Illumina’s CASAVA 1.8.2 software, the 50 bp reads were aligned to the *Drosophila* genome (Build dm3) with STAR_2.4 (Dobin et al., 2013) and tabulated for each gene region (Anders et al., 2015). Differential gene expression analysis was used to compare transcriptome changes between conditions using edgeR v.3.22.3 (Robinson et al., 2010) and transcripts were defined as significantly differentially expressed at absolute log2 fold change (| log2 FC|) > 1 with an false discovery rate (FDR) < 0.05. Significant gene expression changes were submitted for gene ontology (GO) analyses using RDAVID (Fresno and Fernandez, 2013) for the following categories: GOTERM_BP_ALL, GOTERM_MF_ALL, UP_KEYWORDS, GOTERM_BP_DIRECT, and GOTERM_MF_DIRECT.

### Heatmaps

Heatmaps were generated using Java Treeview (Saldanha, 2004). Counts representing the number of reads mapped to each gene were obtained using HTSeq (Anders et al., 2015) from STAR alignments (Dobin et al., 2013) before normalization. To normalize, a scaling factor was determined by dividing the uniquely mapped reads for each sample by the sample with the highest uniquely mapped number of reads. The scaling factor was multiplied to each gene count for the sample. The log2 of the normalized averaged counts for all three replicates is represented for each condition on the orange scale (0–10). The log2 fold change, represented on yellow-blue scale (0–6), for each gene is obtained from differential expression analysis across all three replicates (Robinson et al., 2010). Genes significant (| log2 FC| > 1, *p*-value < 0.05) in at least one time point are indicated in black text.

### Confocal Imaging

Between 10–15 adult repo-GFP flies for each sex (control and every time point post-TBI) were inflicted with TBI using the HIT-device (Katzenberger et al., 2013; Shah et al., 2020). Flies were anesthetized with CO_2_ before brains were dissected in 1×PBS (phosphate-buffered saline) and fixed for 5 min with 4% PFA (paraformaldehyde). Fixed brains were mounted using Prolong gold antifade mounting media to visualize changes in GFP expression using a confocal microscope (Zeiss LSM 800) at the Microscopy, Imaging and Cytometry Resources Core at Wayne State University, School of Medicine. Average fluorescence intensity for all brains in each condition was calculated using ImageJ (Schneider et al., 2012) in a blinded study. All data are represented as means ± SEM. Statistical analyses (One-way ANOVA with Dunnett’s multiple comparisons test) were performed using GraphPad Prism to compute statistical significance (*p* < 0.05) between groups.

## Results

### Gene Transcription in TBI Inflicted Flies Is Downregulated After Exposure to NIR

Several studies in experimental models of brain injury have shown structural and functional damage to mitochondria being an early event in TBI which leads to activation of cell death pathways (Fischer et al., 2016). In a previous study, we demonstrated an upregulation in gene transcription involved with immune response, cytoskeleton organization and apoptosis after injury in *Drosophila* (Shah et al., 2020). Moreover, we have also shown sex-differences in mitochondrial stress and gene transcription in response to TBI (Shah et al., 2020). To identify gene expression changes after attenuation of mitochondria response by COX-inhibitory NIR exposure, we generated 3′-mRNA-Seq libraries from isolated *w*^1118^ male and female fly brains at control and 1-, 2-, and 4-hr post-injury (single strike) time points. 

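Adult mated w1118 flies between 10 and 14 days old were injured with a single strike of the HIT device, a spring-driven arm that knocks a vial of flies against a pad. Their brains were dissected 1, 2 or 4 hr later, and control brains came from flies without a strike. Every brain in these libraries, the controls included, was exposed to 750 nm light for 2 hr at 100 mW/cm2. Injured and control libraries therefore differ by injury and not by exposure. RNA was collected only after this exposure, so 1, 2 and 4 hr name the time of dissection and not that of RNA collection. Each of the 24 libraries was made from 15 ng of RNA of 1 brain, with 3 biological replicates for each sex and time point. QuantSeq reads come from the 3′ end of polyadenylated RNA, so a count follows the number of molecules of a gene and hardly its length. The authors aligned the reads to the dm3 genome with STAR 2.4 and deposited the number of reads per gene from HTSeq. Counts assigned to genes ranged in females from 576986 to 659375 (median 639430) in the control, 487052 to 854122 (median 639856) at 1 hr, 447749 to 1547843 (median 1243843) at 2 hr and 258922 to 596948 (median 424280) at 4 hr. In males they ranged from 588917 to 1165793 (median 737629) in the control, 59781 to 1668925 (median 338815) at 1 hr, 410728 to 684517 (median 628494) at 2 hr and 494825 to 1038474 (median 532264) at 4 hr, and the male 1 hr replicate 3 library held the fewest. Genes with enough counts in the smallest group were kept (5477 of 16995), counts were scaled by TMM, and each injured group was compared with its control by edgeR's quasi-likelihood test with the spread estimated over all 24 libraries. At these depths the biological coefficient of variation between replicates was 0.472. Replicates often differed well beyond counting error: 16 of the 48 libraries, 8 of them from w1118, differed from the nearest other library by more than 4 times the sampling noise (chi-square per degree of freedom), a measure that grows with depth. In w1118 these were the female control replicate 1, 1 hr replicate 2, 2 hr replicates 2 and 3, the male control replicate 2, 1 hr replicate 2, 2 hr replicate 1 and 4 hr replicate 1. Among the 45 libraries that could be thinned to 250000 counts, 7 did, 5 of them from w1118: the female control replicate 1 and 2 hr replicate 2, and the male 1 hr replicate 2, 2 hr replicate 1 and 4 hr replicate 1. Among the 32 libraries under that limit without thinning, the median difference was 3.6 for 18 pairs within a group and 3.09 for 478 pairs between groups. Replicates of a group were thus no more alike than libraries of different groups. The sex labels were checked with roX1, a non-coding RNA of the male dosage compensation complex, and with Yp1, a yolk protein made in females. The median of roX1 over all 48 libraries was 937 CPM (counts scaled to library size) in those labelled female and 962 in those labelled male, and that of Yp1 was 1980 and 1730. These RNAs therefore do not tell the labels apart, and female and male name the labels of the libraries throughout.

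**Figure D1:**
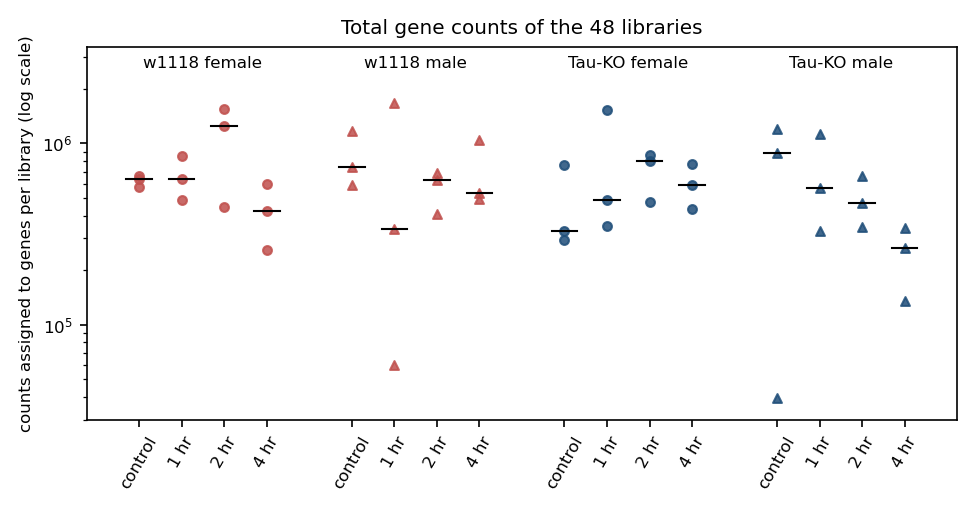
Counts assigned to genes in each of the 48 libraries by strain, sex and time point, 1 point per library. The fewest were 39517 and the most 1668925.

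**Figure D2:**
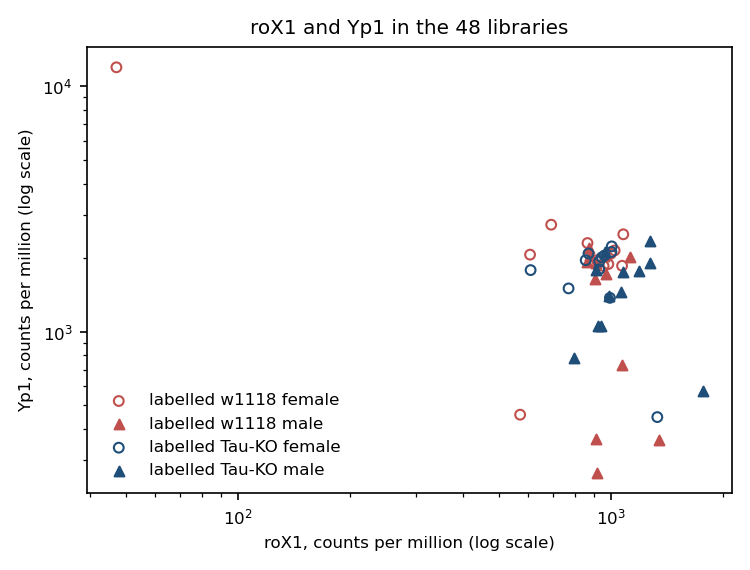
CPM of roX1 and Yp1 in each of the 48 libraries by sex label, 1 point per library. The lowest roX1 value was 47.2 in a library labelled female and 794 in one labelled male.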

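In injured w1118 females the RNA of NKAIN, whose product binds the sodium pump, was higher at 1 hr. At 2 hr the neurotransmitter transporter family gene ine, the neuropeptide gene Mip and the cytochrome P450 gene Cyp6a20 were higher, and the non-receptor kinase gene Ack-like was lower. At 4 hr the POU-domain factor acj6, which specifies olfactory neurons, was higher. In injured males ebd1, a nuclear cofactor of Wingless signalling, was lower at 1 hr, and Pop2, a subunit of the CCR4-NOT deadenylase, was higher at 4 hr. NKAIN was at 75.5 ± 2.11 normalized CPM (SD, n = 3) after injury and 28.2 ± 7.58 (SD, n = 3) in the control, a log2 fold change of 1.41 with a standard error of 0.39. The log2 fold change at 2 hr was 2.55 (standard error 0.75, adjusted p = 0.505, unadjusted p under 0.05) for ine, 1.83 (standard error 0.55, adjusted p = 0.505, unadjusted p under 0.05) for Mip, 3.81 (standard error 1.02, adjusted p = 0.505, unadjusted p under 0.05) for Cyp6a20 and -1.84 (standard error 0.48, adjusted p = 0.505, unadjusted p under 0.05) for Ack-like. It was 1.82 (standard error 0.46, adjusted p = 0.999, unadjusted p under 0.05) for acj6 at 4 hr, -1.74 (standard error 0.56, adjusted p = 1, unadjusted p under 0.05) for ebd1 and 1.77 (standard error 0.67, adjusted p = 1, unadjusted p under 0.05) for Pop2. Each of these genes passed an absolute log2 fold change over 1 and an unadjusted p under 0.05, in the same direction, whichever of the 6 libraries was left out, and none passed after adjustment. They were picked for this stability after their values were seen, so it is not evidence for them. By edgeR with a filter on low counts, 0 genes passed at an adjusted p under 0.05 in any of the 6 comparisons, and DESeq2 called 1 in females at 2 hr and 0 in each of the others. Without the filter edgeR called 9, 26 and 8 genes in females at 1, 2 and 4 hr and 0, 0 and 0 in males. At an unadjusted p under 0.05 and an absolute log2 fold change over 1, females had 41 (12 higher and 29 lower) at 1 hr, 296 (189 higher and 107 lower) at 2 hr and 63 (11 higher and 52 lower) at 4 hr. Males had 93 (56 higher and 37 lower) at 1 hr, 50 (27 higher and 23 lower) at 2 hr and 34 (21 higher and 13 lower) at 4 hr. Without the fold limit the counts were 50, 388 and 70 in females and 141, 60 and 41 in males. Evenly spread p-values would give 273.9, and only females at 2 hr lay above that. This number does not allow for the shared deviations of single libraries. With the fold limit, other splits of the same 6 libraries had a median count of 58, 280 and 74 in females at 1, 2 and 4 hr. In males that median was 120, 65 and 40. The splits were chosen after the results were seen. Other counts of genes at an unadjusted p keep the fold limit unless said otherwise. With DESeq2 the unadjusted counts were 47, 411 and 71 in females and 113, 65 and 49 in males. Single libraries moved these edgeR counts. In females the count was 16 without control replicate 1, 82 without control replicate 2 and 111 without control replicate 3 at 1 hr, 1157 without 2 hr replicate 1, 97 without 2 hr replicate 2 and 484 without 2 hr replicate 3 at 2 hr and 7 without control replicate 1, 114 without control replicate 2, 159 without control replicate 3, 35 without 4 hr replicate 1 and 102 without 4 hr replicate 2 at 4 hr. In males it was 282 without 1 hr replicate 1 and 146 without 1 hr replicate 3 at 1 hr, 29 without control replicate 2, 22 without 2 hr replicate 1, 77 without 2 hr replicate 2 and 99 without 2 hr replicate 3 at 2 hr and 20 without control replicate 2, 65 without control replicate 3, 17 without 4 hr replicate 1, 58 without 4 hr replicate 2 and 57 without 4 hr replicate 3 at 4 hr. Without the female 2 hr replicate 1, 5 genes passed the adjusted p. The share of genes whose 3 injured libraries all lay above or all below the 3 controls was 5.71%, 7.01% and 8.27% in females and 7.72%, 6.3% and 6.72% in males, where chance gives 10%.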

Differential gene expression analysis shows significant changes in both sexes after TBI and NIR exposure (Figure 1) with females (Figures 1A–C) exhibiting more transcriptional changes than males (Figures 1D–F). Gene expression changes in response to TBI were less pronounced in both sexes exposed to NIR as compared to flies not treated with NIR (Shah et al., 2020) at all 3 time-points (| log FC| > 2; *p*-value < 0.05).

**FIGURE 1:**
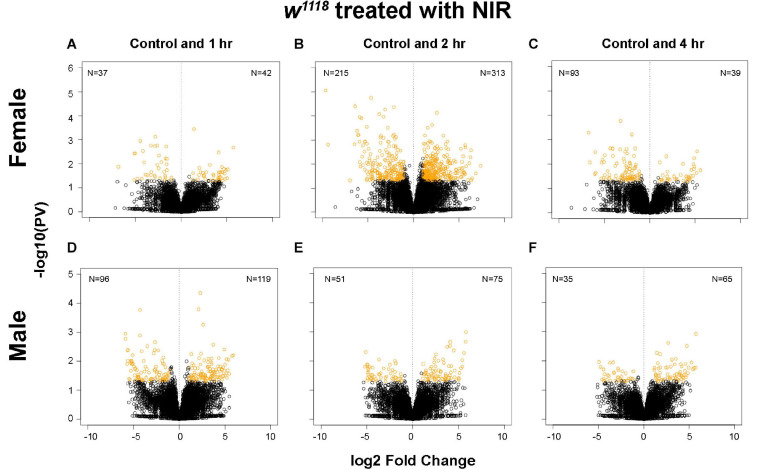
Plot depicting transcriptional changes after NIR exposure in *w*^1118^ injured male and female flies. Volcano plots depicting log2 fold change and –log10(PV:*p*-value) of differentially expressed genes at 1, 2, and 4 hr after injury and subsequent NIR exposure compared to control for females **(A–C)** and males **(D–F)**. The number of significantly upregulated and downregulated gene changes are indicated in each plot (| log2FC| > 1; *p*-value < 0.05). Injured *w*^1118^ females show more transcriptional changes in response to NIR exposure than males.

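The digestive enzymes, proteases and amylases of the gut, were lower after injury in females than in males at each time point, and the antimicrobial peptides were higher in females at 1 hr. These calls are by limma's camera at a small fixed correlation between genes, and none passed with an estimated correlation. Photoreceptor genes were higher and muscle genes lower in females at 2 hr, again relative to the change in males, and neither call passed with an estimated correlation. Whether the response to injury differs between the sexes was tested directly, as the change in females minus the change in males. No single gene differed at an adjusted p under 0.05 by edgeR at 1, 2 or 4 hr. DESeq2 called 0, 0 and 0 after adjustment, against 2, 0 and 0 by edgeR without a filter. At an unadjusted p under 0.05 and an absolute log2 fold change over 1, 82 (26 higher and 56 lower), 184 (104 higher and 80 lower) and 68 (22 higher and 46 lower) genes differed. Without the fold limit 89, 191 and 70 did, where 273.9 would be expected by chance. Over the gene lists, camera called the digestive enzymes at 1 hr (median difference in log2 fold change -2.24, adjusted p = 5.48e-05; adjusted p = 0.411 with an estimated correlation), at 2 hr (-2.75, adjusted p = 1.04e-07; adjusted p = 0.622 with an estimated correlation) and at 4 hr (-2.23, adjusted p = 0.00012; adjusted p = 0.899 with an estimated correlation). The median was 0.32 without replicate 1 (adjusted p = 0.864) at 1 hr, -1.29 without replicate 1 (adjusted p = 0.00588) at 2 hr and -0.04 without replicate 1 (adjusted p = 0.455) at 4 hr. The antimicrobial peptides differed by a median of 1.03 at 1 hr (adjusted p = 5.48e-05; adjusted p = 0.411 with an estimated correlation), which was 0.38 without replicate 2 (adjusted p = 0.354) and 1.73 without replicate 3 (adjusted p = 1.04e-09). Genes of the antenna differed by 0.94 at 1 hr (adjusted p = 0.012; adjusted p = 0.411 with an estimated correlation), which was 1.58 without replicate 1 (adjusted p = 0.0317), 0.28 without replicate 2 (adjusted p = 0.615) and 1.46 without replicate 3 (adjusted p = 0.000588). At 2 hr the photoreceptor genes differed by 0.97 (adjusted p = 0.000392; adjusted p = 0.872 with an estimated correlation), which was 0.77 without replicate 1 (adjusted p = 0.258), 0.43 without replicate 2 (adjusted p = 0.111) and 1.47 without replicate 3 (adjusted p = 1.37e-06). Muscle genes differed by -0.73 at that time (adjusted p = 0.00133; adjusted p = 0.872 with an estimated correlation), which was -1.10 without replicate 1 (adjusted p = 0.0164) and -0.03 without replicate 2 (adjusted p = 0.557). Averaged over the 3 time points, CG6295, a lipase of the gut, was lower in females by a log2 fold change of -4.87 (adjusted p = 0.0345 by edgeR), the only gene to pass in either sex with the filter, and -0.18 without replicate 1. It did not pass without replicate 2 or 3 either, and unadjusted counts over the average were 99 (27 higher and 72 lower) in females and 38 (26 higher and 12 lower) in males, with 1 and 0 genes after adjustment by DESeq2 and 33 and 0 by edgeR without a filter.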

Significant genes identified from 3′-mRNA-Seq were classified for their biological functions using RDAVID (Huang et al., 2009; Fresno and Fernandez, 2013) and several GO categories were found to be changed in both sexes exposed to NIR in response to TBI (Figure 2 and Tables 1, 2). A subset of GO categories significantly altered in both sexes are indicated in Figure 2 wherein it is observed that females have more processes affected than males at all three time-points. 

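Proteins of the cytosolic ribosome, which make up much of the abundant RNA of a brain, were slightly lower in females at 1 and 4 hr and in males at 1 hr, and slightly higher in females at 2 hr, by camera at a small fixed correlation between genes. None of these 4 calls held with an estimated correlation, and each ended without single libraries. Heat shock proteins, the chaperones of stressed cells, were lower in males at 2 hr, and activity-regulated genes, early genes of firing neurons, were higher in males at 4 hr. Neither call held with an estimated correlation, and each ended without single libraries as well. Of the 23 gene lists that could be tested in each comparison, females had 5 called at 1 hr, 5 at 2 hr and 4 at 4 hr by camera at an adjusted p under 0.05, and males had 2, 1 and 3. None of all these calls held with an estimated correlation, and limma's fry, which tests a list against no change, called 0. The ribosomal proteins had a median log2 fold change of -0.12 (adjusted p = 0.0127) in females at 1 hr, 0.17 (0.0166) at 2 hr and -0.19 (0.00311) at 4 hr, with adjusted p = 0.661, 0.918 and 0.909 with an estimated correlation. These medians turned on single libraries. At 1 hr the value was 0.06 without control replicate 1 (adjusted p = 0.679), -0.19 without control replicate 2 (adjusted p = 0.00816), -0.20 without control replicate 3 (adjusted p = 0.000489), -0.05 without 1 hr replicate 1 (adjusted p = 0.172), -0.24 without 1 hr replicate 2 (adjusted p = 7.12e-05) and -0.03 without 1 hr replicate 3 (adjusted p = 0.263). At 2 hr it was 0.38 without control replicate 1 (adjusted p = 5.75e-05), 0.10 without control replicate 2 (adjusted p = 0.143), 0.06 without control replicate 3 (adjusted p = 0.498), 0.36 without 2 hr replicate 1 (adjusted p = 0.000213), 0.00 without 2 hr replicate 2 (adjusted p = 0.794) and 0.10 without 2 hr replicate 3 (adjusted p = 0.0699), and at 4 hr -0.01 without control replicate 1 (adjusted p = 0.957), -0.31 without control replicate 3 (adjusted p = 0.000229), -0.12 without 4 hr replicate 1 (adjusted p = 0.0933) and -0.30 without 4 hr replicate 2 (adjusted p = 0.00046). In males at 1 hr the ribosomal median was -0.13 (adjusted p = 0.0312; adjusted p = 0.95 with an estimated correlation), and -0.26 without control replicate 1 (adjusted p = 0.000144), 0.01 without control replicate 2 (adjusted p = 0.693), -0.13 without 1 hr replicate 1 (adjusted p = 0.0506), -0.47 without 1 hr replicate 2 (adjusted p = 2.59e-10) and 0.04 without 1 hr replicate 3 (adjusted p = 0.967). Heat shock proteins had a median of -0.48 in males at 2 hr, negative for 9 of 9 genes (adjusted p = 0.0449; adjusted p = 0.976 with an estimated correlation), and -0.27 without control replicate 2 (adjusted p = 0.416), -0.39 without 2 hr replicate 1 (adjusted p = 0.311), -0.46 without 2 hr replicate 2 (adjusted p = 0.344) and -0.77 without 2 hr replicate 3 (adjusted p = 0.0207). The activity-regulated genes had a median of 0.32 in males at 4 hr (adjusted p = 0.0283; adjusted p = 0.966 with an estimated correlation), and 0.14 without control replicate 1 (adjusted p = 0.854), 0.63 without control replicate 2 (adjusted p = 0.0262), 0.32 without control replicate 3 (adjusted p = 0.0918), -0.02 without 4 hr replicate 1 (adjusted p = 0.96), 0.61 without 4 hr replicate 2 (adjusted p = 0.00591) and 0.49 without 4 hr replicate 3 (adjusted p = 0.0153). Lists for the clock, neurons, the JNK pathway with apoptosis and wound repair, the cuticle and trachea, oxidative stress and the Toll, Imd and JAK-STAT pathways were called in none of the comparisons, with the smallest adjusted p at 0.255, 0.201, 0.481, 0.248, 0.0531 and 0.219. These lists are not the GO terms of the study, and their number depends on which lists were written. The study's terms of vision, proteases and immune genes in females had been seen by then. The lists of photoreceptor genes, digestive enzymes and antimicrobial peptides are thus not independent of these samples.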

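At 2 hr after injury, females had more RNA of photoreceptor genes, among them Arr1 (arrestin), the opsin Rh4, the photoreceptor surface protein chp and the light-gated channel trpl. As a list they were called by camera, and that call ended with an estimated correlation (adjusted p = 0.493) and without 2 hr replicate 2. The yolk protein genes Yp1 and Yp2, made mainly in the fat body, were higher as well. Muscle genes as a list were lower, and so were the digestive enzymes, and neither call held with an estimated correlation (adjusted p = 0.493 and 0.493). Of 25 photoreceptor genes, 9 were higher at an unadjusted p under 0.05 and none passed over all genes tested, against 7 when adjusted over the list alone. Their median log2 fold change was 1.10, positive for 22 genes (camera adjusted p = 1.06e-06; adjusted p = 0.493 with an estimated correlation). At 1 and 4 hr the median was 0.29 (adjusted p = 0.0127; adjusted p = 0.661 with an estimated correlation; 0.00 without control replicate 1 (adjusted p = 0.855), 0.58 without control replicate 2 (adjusted p = 0.00144), 0.49 without control replicate 3 (adjusted p = 0.00776) and 0.26 without 1 hr replicate 2 (adjusted p = 0.111)) and 0.28 (adjusted p = 0.0385; adjusted p = 0.909 with an estimated correlation; 0.00 without control replicate 1 (adjusted p = 0.962), 0.53 without control replicate 2 (adjusted p = 0.00484), 0.50 without control replicate 3 (adjusted p = 0.015), 0.36 without 4 hr replicate 2 (adjusted p = 0.0777) and 0.31 without 4 hr replicate 3 (adjusted p = 0.07)). Arr1 was at 2595 ± 3361 normalized CPM (SD, n = 3) after injury and 429.5 ± 200.5 (SD, n = 3) in the control, a log2 fold change of 2.60 (standard error 0.70, adjusted p = 0.505, unadjusted p under 0.05). The change was 2.52 for Rh4, 3.06 for chp and 2.15 for trpl. A single library, the 2 hr replicate 2, carried these changes. Without it the fold change was 0.61 for Arr1, 0.45 for Rh4, 0.73 for chp and 0.04 for trpl, and the list's median was 0.04 without 2 hr replicate 2 (adjusted p = 0.507). Photoreceptor genes summed to 41007 CPM in that library, against a median of 12959.8 over all 48. Yp1 changed by 2.06 (1.64 without control replicate 1 and 0.53 without 2 hr replicate 2) and Yp2 by 2.37 (1.26 without 2 hr replicate 2), and the fat body list, yolk proteins included, did not pass (adjusted p = 0.276). The 2 hr replicate 2 library held 11950 CPM of Yp1 and the least roX1 of all 48, 47.2 CPM. The 11 muscle genes were all lower, by a median of -0.75 (adjusted p = 0.000146; adjusted p = 0.493 with an estimated correlation), and none passed by itself. That median was -1.16 without 2 hr replicate 1 (adjusted p = 0.000103) and -0.25 without 2 hr replicate 2 (adjusted p = 0.284). Glial genes had a median of 0.40 (adjusted p = 0.0343; adjusted p = 0.493 with an estimated correlation), which was 0.82 without control replicate 1 (adjusted p = 0.0615), 0.37 without control replicate 2 (adjusted p = 0.0529), 0.38 without control replicate 3 (adjusted p = 0.0855), 0.73 without 2 hr replicate 1 (adjusted p = 0.0266), 0.29 without 2 hr replicate 2 (adjusted p = 0.284) and 0.49 without 2 hr replicate 3 (adjusted p = 0.0908). The digestive enzymes fell in 10 of 14 genes (10 when adjusted over the list alone), with a median of -2.48 (adjusted p = 7.15e-08; adjusted p = 0.493 with an estimated correlation), which was -0.63 without control replicate 1 (adjusted p = 0.00686). The control replicate 1 held 12919.8 CPM of these enzymes, against a median of 1527 over all libraries, and epsilonTry fell by 5.71 with it and by 2.01 without it.

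**Figure D3:**
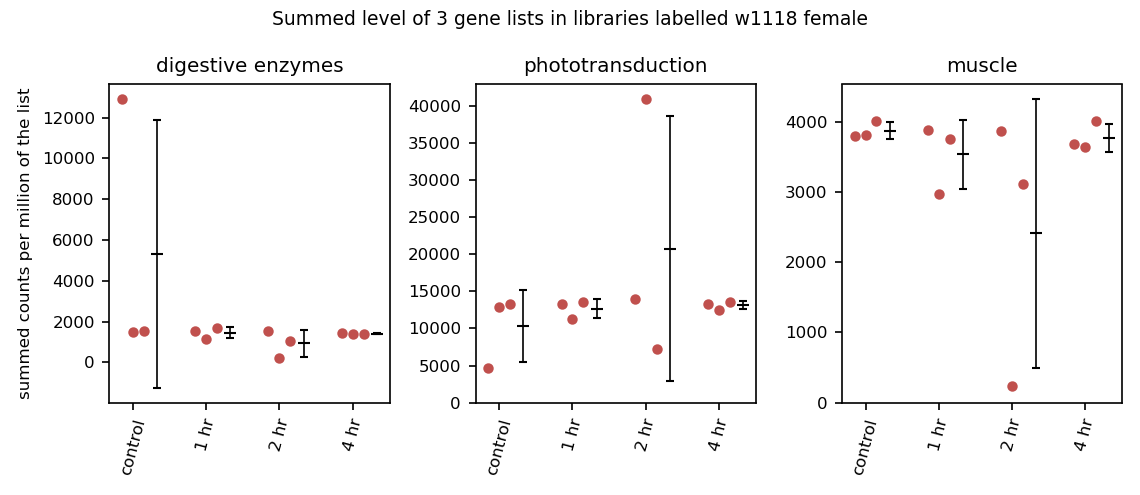
Summed CPM (without TMM scaling) of gene lists in w1118 females at control, 1, 2 and 4 hr, 1 point per library with the mean and SD of the 3 libraries of each group. The 2 hr replicate 2 library lies apart for photoreceptor genes and the control replicate 1 library for digestive enzymes.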

In *w*^1118^ females exposed to NIR, the highest number of significant categories (FDR < 0.05) were altered 2 hr after injury (41 GO terms) (Figure 2A) and we also observed significant changes in GO terms for “Humoral immune response,” “Defense response,” “Response to stress,” and “Detection of light stimulus” (Figure 2A, Table 1, and Supplementary Data 1). In our previous study, we observed GO processes including “Immune response,” “Mitochondrial organization,” and “Programmed cell death” significantly altered after TBI in *w*^1118^ females untreated with NIR (Shah et al., 2020). 

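Among genes of the Toll, Imd and JAK-STAT pathways in females, nec, a serpin that restrains Toll signalling, was higher at 2 hr, and imd, the adaptor that gives its pathway its name, was lower. Genes of the JNK pathway, apoptosis and wound repair, of which 7 could be tested, were not called as a list at any time point. Respiratory chain subunits encoded in the nucleus were not called either, and of the mitochondrial ribosome a few proteins were higher at 2 hr. The pathway genes (26 tested) had median log2 fold changes of 0.11, -0.09 and -0.10 at 1, 2 and 4 hr (camera adjusted p = 0.575, 0.858 and 0.936). At 2 hr nec changed by 1.26 (standard error 0.37, adjusted p = 0.505, unadjusted p under 0.05) and imd by -1.96 (standard error 0.68, adjusted p = 0.57, unadjusted p under 0.05), and none of the pathway genes passed when adjusted over the list alone. The fold change of nec was 0.98 without control replicate 1 and 0.92 without 2 hr replicate 2, and that of imd -1.01 without control replicate 1. For the 7 genes of cell death and wound repair the medians were -0.16, -0.26 and -0.66 (adjusted p = 0.566, 0.858 and 0.936). The other genes of this list had too few counts to be tested, so their change was not detectable here. Of 60 mitochondrial ribosomal proteins, mRpL13, mRpL19, mRpL50 and mRpS22 were higher at 2 hr, with fold changes from 1.03 for mRpS22 to 2.60 for mRpL19. The value for mRpL19 was 1.53 without 2 hr replicate 2, for mRpL13 2.20 without control replicate 1, 2.12 without control replicate 2 and 1.39 without 2 hr replicate 2, for mRpL50 1.77 without control replicate 1, 1.17 without control replicate 3 and 0.66 without 2 hr replicate 2 and for mRpS22 0.77 without control replicate 1, 0.86 without control replicate 2, 1.56 without control replicate 3, 0.84 without 2 hr replicate 2 and 0.86 without 2 hr replicate 3. From processes that changed in injured females without exposure in an earlier study and not in its exposed females, the paper proposes a positive effect of NIR exposure on gene transcription after injury.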

Here, we found no change in any of these processes in females treated with NIR after TBI indicating a positive effect of the COX-inhibitory NIR exposure that could help minimize aberrant gene transcription after brain injury. However, for *w*^1118^ males exposed to NIR, there were fewer significant changes observed than for females, and gene expression related to “nervous system development” and “neurogenesis” was altered after NIR exposure (Figure 2B, Table 2, and Supplementary Data 1). 

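At 1 hr after injury, males had more RNA of the glial genes alrm and Gat, the latter a GABA transporter, and of FoxP, a forkhead factor of motor learning circuits. The clock output gene to (takeout) was higher as well. At 2 and 4 hr, Hdc, which makes histamine, the transmitter of photoreceptors, was higher, and at 2 hr Scox, an assembly factor of COX, was higher. The log2 fold change at 1 hr was 2.73 (standard error 0.82, adjusted p = 1, unadjusted p under 0.05) for alrm, 2.41 (standard error 0.68, adjusted p = 1, unadjusted p under 0.05) for Gat, 1.34 (standard error 0.43, adjusted p = 1, unadjusted p under 0.05) for FoxP and 2.20 (standard error 0.57, adjusted p = 1, unadjusted p under 0.05) for to, each ranked by an unadjusted p. All of them rested on the 1 hr replicate 2 library: without it the changes were 0.59, 0.15, 0.47 and 0.19. Hdc changed by 2.85 (standard error 1.18, adjusted p = 1, unadjusted p under 0.05) at 2 hr (2.63 without control replicate 2, 2.89 without control replicate 3 and 1.97 without 2 hr replicate 2) and by 3.00 (standard error 1.18, adjusted p = 1, unadjusted p under 0.05) at 4 hr (2.77 without control replicate 2 and 2.44 without 4 hr replicate 1). For Scox it was 1.46 (standard error 0.63, adjusted p = 1, unadjusted p under 0.05), and 1.45 without control replicate 2, 1.27 without control replicate 3 and 0.64 without 2 hr replicate 1. As a list, the 17 neuronal genes had a median of 0.08 at 1 hr (camera adjusted p = 0.435), -0.04 at 2 hr (0.931) and -0.06 at 4 hr (0.977), and glial genes 0.16 at 1 hr (0.213). The respiratory chain subunits were lower in males at 1 hr by a median of -0.13 (adjusted p = 0.037; adjusted p = 0.921 with an estimated correlation), which was -0.07 without control replicate 2 (adjusted p = 0.498), -0.22 without 1 hr replicate 1 (adjusted p = 0.0323), -0.22 without 1 hr replicate 2 (adjusted p = 0.00232) and -0.07 without 1 hr replicate 3 (adjusted p = 0.516). GO terms of nervous system development and neurogenesis were not tested here.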

Previous studies involving the use of PBM for TBI patients have also reported downregulation of immune response and upregulation of neurogenesis as an effect of NIR treatment (Hennessy and Hamblin, 2017; Santos et al., 2018). There was no overlap in biological processes affected across all three TBI time-points shared by both sexes. Additionally, we also exposed control fly brains to NIR for both sexes and found that female controls had more significant GO enrichment (18 categories) as compared to male controls (7 categories) (Supplementary Data 1). For female controls, GO terms like “Neurogenesis,” “Oxidation-Reduction Process,” and “Intracellular Transport” were altered whereas for male controls “Nuclear Transport” and “Nucleic Acid Metabolic Process” were changed in response to NIR exposure. Neither sexes showed alteration in immune response or mitochondrial organization (Supplementary Data 1).

**FIGURE 2:**
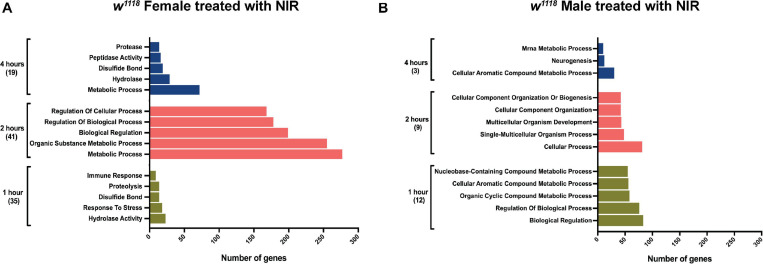
Gene ontology (GO) enrichment in *w*^1118^ injured flies exposed to NIR. Significant genes (| log2FC| > 1; *p*-value < 0.05) identified from sequencing were classified for their biological functions using RDAVID. The plot shows top five biological processes enriched in injured females **(A)** and males **(B)** after NIR exposure at each time-point. The total number of GO terms differentially regulated at each time-point is indicated in parenthesis.

**TABLE 1:** Gene ontology terms significantly (FDR < 0.05) changed in response to traumatic brain injury in *w*^1118^ female flies treated with NIR.

Rank	GOBPID	Term	Fold enrichment	FDR
**A: Selected GO terms differentially regulated in *w*^1118^ females treated with NIR after 1 hr of injury**				

1	UP_KEYWORDS	Antibiotic	66.29	<0.01
2	UP_KEYWORDS	Secreted	7.11	<0.01
3	UP_KEYWORDS	Antimicrobial	38.67	<0.01
4	GO:0019731	Antibacterial humoral response	36.78	<0.01
5	GO:0006959	Humoral immune response	35.24	<0.01
17	UP_KEYWORDS	Polymorphism	9.28	<0.01
18	GO:0006508	Proteolysis	3.92	<0.01
30	GO:0009617	Response to bacterium	14.71	0.0289
32	GO:0045087	Innate immune response	8.13	0.0374
33	GO:0006952	Defense response	3.71	0.0380

**B: Selected GO terms differentially regulated in *w*^1118^ females treated with NIR after 2 h of injury**				

1	GO:0048583	Regulation of response to stimulus	1.76	<0.01
2	GO:0010646	Regulation of cell communication	1.78	<0.01
3	GO:0023051	Regulation of signaling	1.78	<0.01
4	UP_KEYWORDS	Vision	5.32	<0.01
5	GO:0009966	Regulation of signal transduction	1.84	<0.01
19	GO:0009583	Detection of light stimulus	4.01	<0.01
21	GO:0071482	Cellular response to light stimulus	4.92	<0.01
27	GO:0050794	Regulation of cellular process	1.23	0.0158
28	GO:0016056	Rhodopsin mediated signaling pathway	7.50	0.0168
32	GO:0050789	Regulation of biological process	1.21	0.0196
37	GO:0030162	Regulation of proteolysis	2.82	0.0376

**C: Selected GO terms differentially regulated in *w*^1118^ females treated with NIR after 4 h of injury**				

1	UP_KEYWORDS	Protease	4.31	<0.01
2	UP_KEYWORDS	Disulfide bond	3.16	<0.01
3	UP_KEYWORDS	Hydrolase	2.04	<0.01
5	GO:0006508	Proteolysis	3.04	0.0133
10	GO:0006040	Amino sugar metabolic process	5.63	0.0230
13	GO:0008152	Metabolic process	1.26	0.0273
17	GO:0004252	Serine-type endopeptidase activity	3.25	0.0447
18	GO:0006022	Aminoglycan metabolic process	4.89	0.0464

*GO terms were sorted based on FDR and ranked accordingly. Tables show selected GO terms changed in females after injury. GOBPID is the ID of the biological process in GO database.*

**TABLE 2:** Gene ontology terms significantly (FDR < 0.05) changed in response to traumatic brain injury in *w*^1118^ male flies treated with NIR.

Rank	GOBPID	Term	Fold enrichment	FDR
**A: Selected GO terms differentially regulated in *w*^1118^ males treated with NIR after 1 h of injury**				

1	GO:0090304	Nucleic acid metabolic process	1.65	<0.01
2	GO:0022613	Ribonucleoprotein complex biogenesis	3.34	<0.01
3	GO:0016070	Rna metabolic process	1.66	<0.01
4	GO:0006139	Nucleobase-containing compound metabolic process	1.50	0.0171
5	GO:1901360	Organic cyclic compound metabolic process	1.47	0.0182
6	GO:0065007	Biological regulation	1.31	0.0244
7	GO:0006950	Response to stress	1.74	0.0301
8	GO:0046483	Heterocycle metabolic process	1.46	0.0325
9	GO:0006725	Cellular aromatic compound metabolic process	1.45	0.0339
10	GO:0050789	Regulation of biological process	1.33	0.0344
11	GO:0033554	Cellular response to stress	2.08	0.0391

**B: Selected GO terms differentially regulated in *w*^1118^ males treated with NIR after 2 h of injury**				

1	GO:0044707	Single-multicellular organism process	1.54	0.0048
2	GO:0022008	Neurogenesis	3.06	0.0071
3	GO:0009987	Cellular process	1.18	0.0088
4	GO:0040011	Locomotion	2.78	0.0127
5	GO:0016043	Cellular component organization	1.56	0.0152
6	GO:0007275	Multicellular organism development	1.53	0.0170
7	GO:0007399	Nervous system development	1.89	0.0173
8	GO:0071840	Cellular component organization or biogenesis	1.50	0.0338

**C: Selected GO terms differentially regulated in *w*^1118^ males treated with NIR after 4 h of injury**				

1	GO:0022008	Neurogenesis	3.07	0.0187
2	GO:0016071	Mrna metabolic process	3.71	0.0204
3	GO:0006725	Cellular aromatic compound metabolic process	1.66	0.0438

*GO terms were sorted based on FDR and ranked accordingly. Tables show selected GO terms changed in females after injury. GOBPID is the ID of the biological process in GO database.*

These data suggest that while NIR exposure could be neuroprotective in brain injury, the effect of this exposure varies by biological sex in *Drosophila*. 

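Between females and males of w1118, averaged over the control and the 3 time points, the fat body genes were higher in females by camera at a small fixed correlation between genes, led by the yolk protein Yp2. That call ended with an estimated correlation (adjusted p = 0.237) and without replicate 2 (adjusted p = 0.0755). Genes of sex determination and dosage compensation were lower in females as a list, among them roX2, an RNA of the male dosage compensation complex. This call ended with an estimated correlation (adjusted p = 0.237) and without replicate 1 (adjusted p = 0.165). AttC, an attacin that acts on Gram-negative bacteria, was higher in females with all libraries, a call that ended without replicate 2 or without replicate 3. No gene differed between the sexes at an adjusted p under 0.05 by edgeR, with 0 after adjustment by DESeq2 and 0 by edgeR without a filter. At an unadjusted p under 0.05 and an absolute log2 fold change over 1, 17 genes differed (11 higher and 6 lower). Without the fold limit 86 of 5477 genes did, where evenly spread p-values would give 273.9. With the fold limit, other splits of the same libraries had a median count of 41. In simulated data with the depths and spread of these libraries, 92% of genes changed by 4-fold were recovered at an adjusted p under 0.05. Genes varied independently there, without the shared deviations of single libraries, so this share does not measure the power of the real contrast. Yp2 differed by a log2 fold change of 0.93 (standard error 0.37, adjusted p = 1, unadjusted p under 0.05), roX2 by -0.54 (standard error 0.21, adjusted p = 1, unadjusted p under 0.05) and AttC by 1.22 (standard error 0.56, adjusted p = 1, unadjusted p under 0.05). Without replicate 2 of every group, Yp2 was at 0.50, and AttC, which lost its call, at 0.24. AttC did not pass without replicate 3 (0.99) or with the replicate number as a block (1.01) either. The fat body list had a median of 0.26 (camera adjusted p = 0.00299; adjusted p = 0.237 with an estimated correlation), which was 0.13 without replicate 2 (adjusted p = 0.0755) and 0.41 without replicate 3 (adjusted p = 0.00205). The sex determination list had -0.36 (adjusted p = 0.00802; adjusted p = 0.237 with an estimated correlation), which was -0.18 without replicate 1 (adjusted p = 0.165), -0.18 without replicate 2 (adjusted p = 0.03) and -0.58 without replicate 3 (adjusted p = 0.015). Both dosage compensation RNAs were present in all libraries of either label, so these contrasts compare labels that the RNAs do not separate.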

Male and female flies show differences in gene transcription after injury and such differences are also prevalent after exposure to COX-inhibitory NIR. Overall, both sexes exhibit fewer transcriptional changes in response to TBI after exposure to COX-inhibitory NIR.

### NIR Treatment Downregulates Immune Gene Transcription in Injured Flies

Brain trauma triggers immune system activation, which helps protect tissue against damage (Plesnila, 2016), but long-term inflammation may contribute to neurological deterioration and cognitive decline (Henry et al., 2020). TBI induced neuroinflammation and pathology have also been linked to an increased risk of developing neurodegenerative disorders like AD, PD, and chronic traumatic encephalopathy (CTE) (McKee and Lukens, 2016). We have previously reported an upregulation of immune gene expression in female flies within 4 hr of injury (Shah et al., 2020) and there have been several reports of an upregulated immune response in male flies days, weeks or months after injury (Katzenberger et al., 2016; van Alphen et al., 2018; Swanson et al., 2020). In animal models of TBI, exposure to NIR light has been shown to downregulate pro-inflammatory cytokines and upregulate anti-inflammatory cytokines (Moreira et al., 2009; Khuman et al., 2012; Quirk et al., 2012; Zhang et al., 2014). Based on this evidence, we aimed to explore the effect of modulating mitochondrial COX using NIR exposure at 750 nm on immune gene expression in male and female fly brains inflicted with TBI.

The *Drosophila* immune system is regulated by the Toll, Immunodeficiency (Imd) and Janus Kinase protein and the Signal Transducer and Activator of Transcription (JAK-STAT) pathways (West and Silverman, 2017). We looked at transcriptional changes in genes involved with these pathways and observed that *w*^1118^ flies exposed to NIR post-injury exhibit fewer alterations to immune genes than those untreated with NIR (Figure 3). 

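Antimicrobial peptides, the secreted effectors of the Toll and Imd pathways, were higher as a list after injury in females at 1 hr and in males at 4 hr by limma's camera at a small fixed correlation between genes. Neither call held with an estimated correlation (adjusted p = 0.266 and 0.966) or without a single library, the 1 hr replicate 2 in females and the 4 hr replicate 1 in males. The list of receptors, kinases and transcription factors of these pathways was called in none of the comparisons. In females at 1 hr, 12 of 13 peptide genes had positive fold changes with a median of 1.12 (camera adjusted p = 4.97e-09; adjusted p = 0.266 with an estimated correlation). By single genes 3 were higher and 1 lower at an unadjusted p under 0.05, and 2 were higher when adjusted over the list alone. This median was 1.82 without control replicate 3 (adjusted p = 2.05e-08) and 0.01 without 1 hr replicate 2 (adjusted p = 0.718). The female 1 hr replicate 2 library held 7864 CPM of these peptides, against a median of 2691 over all 48 libraries. At 2 and 4 hr the medians in females were 0.36 (adjusted p = 0.138) and 0.48 (0.124). The genes of Figure 3 that could be tested, 14 of 18, had a median of 0.86 at 1 hr (adjusted p = 1.22e-05; adjusted p = 0.272 with an estimated correlation), which was 1.36 without control replicate 2 (adjusted p = 9.96e-05), 1.67 without control replicate 3 (adjusted p = 2.52e-05), 1.48 without 1 hr replicate 1 (adjusted p = 2.50e-13), -0.01 without 1 hr replicate 2 (adjusted p = 0.991) and 1.54 without 1 hr replicate 3 (adjusted p = 1.13e-16). The study shows the genes of that figure for these samples without saying how they were picked, so the list is not taken as independent evidence. Pathway genes other than the peptides were at a median of 0.03 in males at 1 hr and -0.03 at 4 hr (adjusted p = 0.913 and 0.977). Flies without NIR exposure were not analysed here.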

In females, we have previously seen a significant upregulation of genes encoding anti-fungal peptide *Drs* (*Drosomycin)* and anti-bacterial peptides *Diptericin (DptA, DptB), Cecropin (CecA1, CecA2, CecB, and CecC), and Attacin (Att, AttB, and AttC)* (Figure 3A) after injury. *w*^1118^ females exposed to NIR show an upregulation in transcript levels of *CecB*, *AttC*, *DptB*, *CecA1*, and *Dro* in the immediate time frame after injury and are mostly unchanged by 4 hr. 

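CecA1 and CecB are cecropins, small peptides that open bacterial membranes, and AttC, DptB and Dro belong to the attacin, diptericin and drosocin families that the Imd pathway induces. All of them were higher in females 1 hr after injury, while Def, a defensin against Gram-positive bacteria, was lower. In the fit without a filter on low counts, AttA (2.96, standard error 1.35) and CecC (1.35, standard error 0.54) were higher too at an unadjusted p under 0.05. The 1 hr replicate 2 library held the most counts of both (34 and 202). CecA1 (FBgn0000276, chromosome 3R, 30210874 to 30211273 on BDGP6) was at 49.5 ± 59.1 normalized CPM (SD, n = 3) after injury and 5.27 ± 4.57 (SD, n = 3) in the control, a log2 fold change of 3.17 (standard error 1.01, adjusted p = 1, unadjusted p under 0.05). AttC (FBgn0041579, chromosome 2R, 13393705 to 13394667) changed by 2.53 (standard error 1.11, adjusted p = 1, unadjusted p under 0.05) and Dro (FBgn0010388, chromosome 2R, 14745961 to 14746714) by 2.04 (standard error 0.69, adjusted p = 1, unadjusted p under 0.05). CecB (FBgn0000278, chromosome 3R, 30213315 to 30213797) and DptB (FBgn0034407, chromosome 2R, 18867391 to 18867895) fell below the filter on low counts and were tested without it. CecB had 2, 66 and 6 counts after injury and 2, 4 and 3 in the controls in replicates 1 to 3, a change of 2.65 (standard error 1.11, adjusted p = 1, unadjusted p under 0.05). DptB had 10, 96 and 5 counts after injury and 0, 1 and 6 in the controls, a change of 3.55 (standard error 1.10, adjusted p = 0.674, unadjusted p under 0.05). Def (FBgn0010385, chromosome 2R, 10054178 to 10054576) changed by -2.88 (standard error 1.34, adjusted p = 1, unadjusted p under 0.05). None passed an adjusted p under 0.05 by edgeR, where the 5 peptides had adjusted p between 0.124 and 1 in the fit without a filter. The rise of the 5 peptides came largely from the 1 hr replicate 2 library. Without 1 hr replicate 2 the fold change of CecA1 was 1.48 and that of Dro 0.50. That of AttC was 2.21 without control replicate 1, 2.66 without control replicate 2 and 0.09 without 1 hr replicate 2, each with an unadjusted p over 0.05. The call of AttC also ended with the replicate number as a block (2.18) and with only the 6 libraries in the fit (2.59). For CecB the fold change was 2.45 without control replicate 1 and 0.50 without 1 hr replicate 2, for DptB 5.59 without control replicate 3 and 1.63 without 1 hr replicate 2 and for Def 0.81 without control replicate 1, -2.74 without 1 hr replicate 1 and -2.49 without 1 hr replicate 3. At 2 and 4 hr the changes were 1.27 and 1.80 for CecA1, 1.59 and 0.76 for AttC and 1.04 and 0.48 for Dro, none of which passed an unadjusted p under 0.05 with the filter, though CecA1 at 4 hr was 2.25 without 4 hr replicate 3. AttC passed at 2 hr without a filter (1.52), and with the filter it was 0.01 without 2 hr replicate 3 and at 4 hr -1.41 without 4 hr replicate 2. The 4 hr replicate 2 library also carried CecA1 and Dro at 4 hr, which were 0.05 and -0.28 without it. CecA1 lies beside other cecropin genes with similar sequence, so reads may be split between them.

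**Figure D4:**
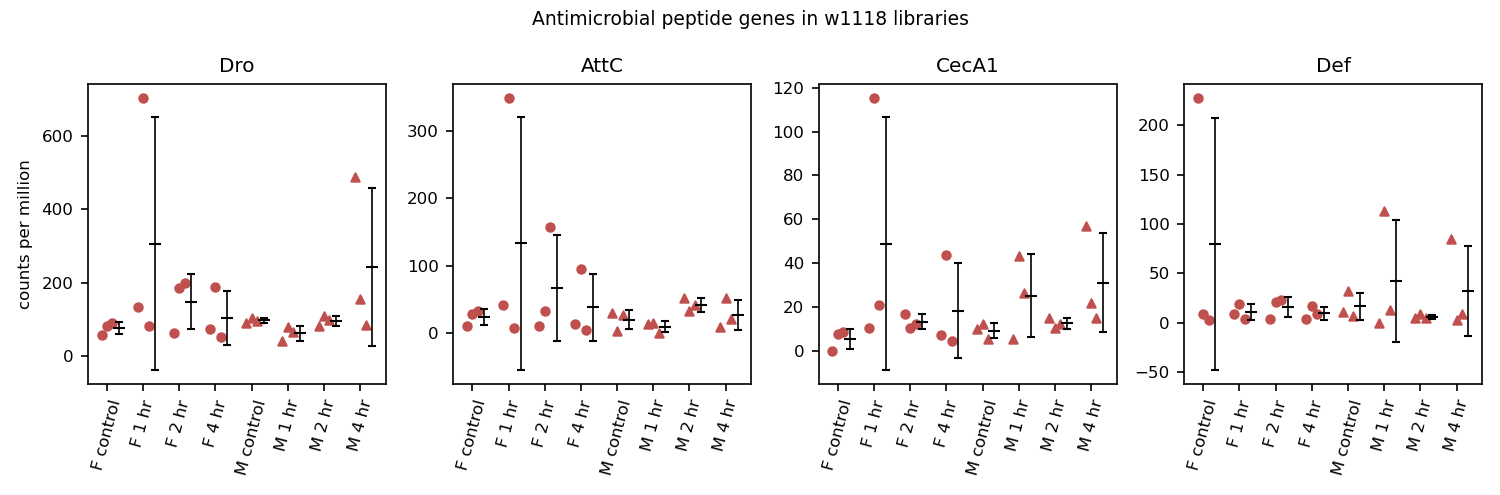
Normalized CPM of Dro, AttC, CecA1 and Def in w1118 libraries by sex and time point, 1 point per library with the mean and SD of 3 libraries. In females at 1 hr a single library holds the highest value of Dro, AttC and CecA1.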

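Rel encodes the NF-κB factor that drives antimicrobial peptide genes once the Imd pathway is active, and its RNA did not pass the test at any time point in injured females. The gene (FBgn0014018) lies on chromosome 3R, 9044183 to 9047977 of BDGP6. It was at 119.6 ± 60.4 normalized CPM (SD, n = 3) after injury and 80.3 ± 26.2 (SD, n = 3) in the control at 1 hr. The log2 fold change was 0.58 (standard error 0.43, adjusted p = 1, unadjusted p over 0.05) at 1 hr, 0.85 (standard error 0.43, adjusted p = 0.692, unadjusted p over 0.05) at 2 hr and 0.61 (standard error 0.43, adjusted p = 0.999, unadjusted p over 0.05) at 4 hr, positive each time. At 2 hr it was at 144 ± 49.6 normalized CPM (SD, n = 3), with each of the 3 libraries above each control, which chance gives in 10% of genes in either direction.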

The *Drosophila* NF-κB transcription factor *Rel (Relish)* (Hetru and Hoffmann, 2009), a downstream component of the immune deficiency pathway, was significantly upregulated in injured females not exposed to NIR but unchanged after NIR treatment. The NF-κB pathway functions in the host defense of *Drosophila* to control the expression of genes encoding immune-responsive peptides and proteins (Hetru and Hoffmann, 2009). Expression of *Mtk (Metchnikowin)*, an antimicrobial peptide, was seen to be significantly increased in females after TBI but is unchanged in injured females exposed to NIR. 

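Mtk encodes metchnikowin, a peptide active against fungi and Gram-positive bacteria, and its RNA did not pass the test in injured females at 1, 2 or 4 hr. The gene (FBgn0014865) lies on chromosome 2R, 15408846 to 15409113 of BDGP6. Its log2 fold change was 0.61 (standard error 0.39, adjusted p = 1, unadjusted p over 0.05) at 1 hr, 0.00 (standard error 0.39, adjusted p = 0.999, unadjusted p over 0.05) at 2 hr and 0.34 (standard error 0.39, adjusted p = 0.999, unadjusted p over 0.05) at 4 hr. At 1 hr it stood at 293 ± 209.5 normalized CPM (SD, n = 3) after injury and 193 ± 29.3 (SD, n = 3) in the control.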

Loss of *Mtk* has been shown to reduce mortality and behavioral deficits and improve lifespan in TBI exposed flies (Swanson et al., 2020).

**FIGURE 3:**
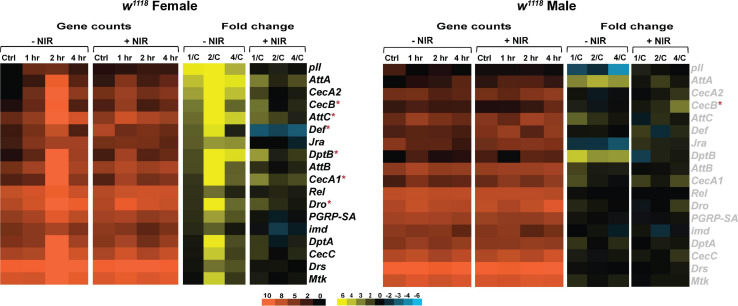
Immune response gene expression is downregulated in injured *w*^1118^ flies with post-NIR exposure. Heatmaps depicting immune response gene expression changes in *w*^1118^ females and males at control, 1, 2, and 4 hr after injury and NIR exposure. The orange scale represents average normalized counts for three replicates in each of the indicated groups. Yellow-blue scale shows fold change for each gene at 1-, 2-, and 4-hr post-injury compared to control. The genes indicated in black font are significantly changed in injured flies not exposed to NIR whereas red asterisk (*) indicates significant alteration in injured flies exposed to NIR (| log2FC| > 1, *p*-value < 0.05). 1/C: Fold change at 1 hr compared to control; 2/C: Fold change at 2 hr compared to control and 4/C: Fold change at 4 hr compared to control. (–NIR: not exposed to NIR and +NIR: exposed to NIR).

*w*^1118^ males show no transcriptional change in response to injury with or without exposure to NIR for immune response (Figure 3B). 

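In injured males the antimicrobial peptides were not called as a list at 1 and 2 hr and were higher by camera at 4 hr, when 12 of 13 had a positive fold change. The 4 hr call ended with an estimated correlation (adjusted p = 0.966) and without a single library, the 4 hr replicate 1, where the median was 0.50 (adjusted p = 0.0718). Dro, CecA1 and CecC were higher at that time in the fit without a filter on low counts, and did not pass with the filter or, in either fit, without 4 hr replicate 1. The median of the list was -0.11 at 1 hr (camera adjusted p = 0.913), 0.24 at 2 hr (0.279) and 0.57 at 4 hr (0.00168). No member passed at 4 hr when adjusted over the list alone. At 4 hr the log2 fold change was 1.37 (standard error 0.68, adjusted p = 1, unadjusted p over 0.05) for Dro and 1.74 (standard error 0.94, adjusted p = 1, unadjusted p over 0.05) for CecA1. Without a filter it was 1.31 (standard error 0.50, adjusted p = 1, unadjusted p under 0.05) for Dro, 1.70 (standard error 0.83, adjusted p = 1, unadjusted p under 0.05) for CecA1 and 1.23 (standard error 0.53, adjusted p = 1, unadjusted p under 0.05) for CecC. In that fit Dro was 0.32 without 4 hr replicate 1 (not called), CecA1 1.74 without control replicate 1 (not called), 1.44 without control replicate 3 (not called) and 0.98 without 4 hr replicate 1 (not called) and CecC 1.00 without control replicate 2 (not called) and 0.65 without 4 hr replicate 1 (not called). With the filter Dro stood at 1.61 without 4 hr replicate 2 and 1.76 without 4 hr replicate 3. The genes of Figure 3, which are not independent of these samples, had a median of 0.56 in males at 4 hr (adjusted p = 0.0053; adjusted p = 0.966 with an estimated correlation), and 0.56 without 4 hr replicate 1 (adjusted p = 0.0718). Between females and males the response of the peptides differed at 1 hr by a median of 1.03 (adjusted p = 5.48e-05; adjusted p = 0.411 with an estimated correlation), which was 0.38 without replicate 2 (adjusted p = 0.354) and 1.73 without replicate 3 (adjusted p = 1.04e-09), and it did not pass at 4 hr (adjusted p = 0.641).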

We have observed significant upregulation in *CecB* in injured males exposed to NIR 4-hr after injury. 

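CecB, a cecropin of fat body and blood cells, was higher in males 4 hr after injury, at 7, 7 and 4 counts in the 3 injured libraries and 1, 1 and 1 in the controls. The log2 fold change was 2.84 (standard error 1.26, adjusted p = 1, unadjusted p under 0.05) by edgeR in the fit without a filter on low counts. At so few counts the call was lost with single libraries: the change was 2.60 without control replicate 2 (unadjusted p over 0.05), 2.89 without control replicate 3 (unadjusted p over 0.05) and 2.36 without 4 hr replicate 1 (unadjusted p over 0.05). At 1 and 2 hr it was 0.47 (standard error 1.49, adjusted p = 1, unadjusted p over 0.05) and 1.01 (standard error 1.34, adjusted p = 1, unadjusted p over 0.05).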

Although not significantly induced after injury, we have seen consistently high transcription of *AttA* and *DptB* in injured males not exposed to NIR.

Trauma-induced changes in glial gene expression is a conserved feature of mammalian (Allen and Barres, 2009; Chung et al., 2015) and *Drosophila* models (van Alphen et al., 2018; Swanson et al., 2020). In flies, glia are able to perform immune related functions and dysregulation of immune signaling in glial cells has been implicated in neurodegeneration (Petersen et al., 2012, 2013). In this study, we utilized the Gal4/UAS system to drive GFP expression in glia using the glial marker *Repo* driving Gal4 and the reporter gene UAS-GFP. Thus, in addition to gene transcription, we looked at change in GFP reporter expression in glial cells after injury and exposure to NIR in both sexes. We have observed differences in GFP expression and repo transcription in both sexes post-TBI (Figure 4). In females (Figures 4A,B) and males (Figures 4D,E), we saw a significant increase in GFP expression 1, 4, and 24 hr after injury but no change at 2 hr compared to control. At all three time-points, the observed increase in GFP expression is significantly decreased after NIR exposure in both sexes. We did observe a significant decrease in GFP expression at 2 hr in males but the regulation of this phasic pattern is not understood. Sex-differences were also observed in *repo* transcription with injured females (Figure 4C) exhibiting significant upregulation 1 hr after injury whereas injured males (Figure 4F) showed significant downregulation 2 hr after injury.

**FIGURE 4:**
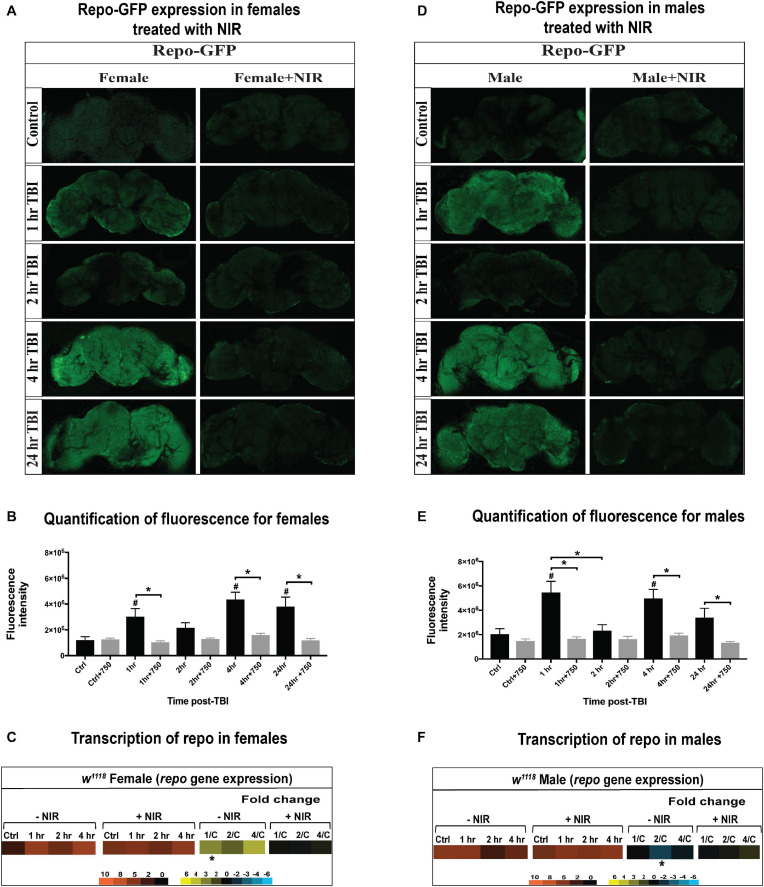
GFP-tagged *repo* expression in *w*^1118^ male and female flies. Confocal images showing change in GFP expression in *Repo*-GFP flies at control, 1, 2, 4, and 24 hr after TBI in females **(A)** and males **(D)** with and without exposure to NIR. About 10–15 brains were imaged for each condition and representative images from each group are shown here. Average fluorescence intensity for each time-point (10–15 brains) was assessed using ImageJ marking whole brain area as region of interest **(B,E)**. A significant increase (One-way ANOVA, Dunnett test, *p*-value < 0.05) in GFP expression was observed for both sexes at 1, 4, and 24 hr after injury. GFP expression was unchanged in both sexes inflicted with TBI after NIR exposure. *Repo* transcription was significantly upregulated (| log2FC| > 1, *p*-value < 0.05) in females 1 hr after injury **(C)** and downregulated in males **(F)** 2 hr after injury. NIR exposure had no change in repo transcription in both sexes.

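repo encodes the homeodomain factor that marks nearly all glia of the fly, and its RNA did not pass the test in either sex of w1118 at any time point. The gene (FBgn0011701) lies on chromosome 3R, 18236192 to 18239602 of BDGP6. It had few counts, 11, 4 and 11 in the female controls and 10, 7 and 8 in the male controls. In the fit without a filter the log2 fold change in females was 0.27 (standard error 0.84, adjusted p = 1, unadjusted p over 0.05) at 1 hr, -0.65 (standard error 0.87, adjusted p = 0.871, unadjusted p over 0.05) at 2 hr and 0.62 (standard error 0.86, adjusted p = 1, unadjusted p over 0.05) at 4 hr. In males it was -0.49 (standard error 1.03, adjusted p = 1, unadjusted p over 0.05) at 1 hr, 0.52 (standard error 0.86, adjusted p = 1, unadjusted p over 0.05) at 2 hr and 1.08 (standard error 0.84, adjusted p = 1, unadjusted p over 0.05) at 4 hr. With standard errors this large, a change of 2-fold was not detectable in these libraries.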

Overall, male and female flies exhibit differences in immune response activation after brain injury with females exhibiting a more immediate alteration in gene transcription than males. Injured males do exhibit an apparent upregulation of immune response as seen by repo-GFP expression, but this response is discordant with repo gene transcription which did not change in males, likely due to changes in protein dynamics (degradation or turnover) not captured by transcriptional data. Inhibiting COX-activity after injury prevents the aberrant activation of immune response gene transcription in females but has no effect on males. It is likely that sexual dimorphism in immune response contributes to the differences in response to injury and NIR exposure.

### Injured Flies Exposed to NIR Exhibit Downregulation in Mitochondrial Gene Transcription

From meeting the increased demand for ATP production to initiating apoptotic signals for clearance of cell debris, mitochondrial function is crucial to the repair process after brain injury (Lifshitz et al., 2004; Hiebert et al., 2015). However, this upregulation in mitochondrial process is also accompanied by an increased generation of ROS, hyperpolarization of ΔΨ_m_ and mitochondrial dysfunction leading to neurodegeneration (Liesa et al., 2009; Shah et al., 2019, 2020). Sexual dimorphism in mitochondrial metabolism is also found to play a crucial role in development of pathologies following injury (Gupte et al., 2019). We have previously shown sex-differences in mitochondrial stress and gene transcription after TBI in *Drosophila* (Shah et al., 2020) and we here wanted to explore the effects of inhibiting mitochondrial COX activity on gene expression in both sexes of injured flies.

Transcription of genes involved in mitochondrial oxidative phosphorylation, biogenesis, transport and translation is significantly upregulated in injured *w*^1118^ females (Figure 5). We have seen increased expression of *SdhA* and *SdhB* (*Succinate dehydrogenase, subunit A and B*), subunits of the succinate dehydrogenase complex of the ETC after injury in females. *Surf1* (*Surfeit 1*), involved in the assembly of COX is also upregulated in injured females. Increased transcription of ETC genes could indicate upregulation of mitochondrial activity to increase production of ATP (Sen et al., 2017). There is significant upregulation of mitochondrial ribosomal genes like *mRpL43*, *mRpS25*, *mRpL46*, *mRpL1*, *mRpS21*, and *mRpL35* after injury in females. Upregulation in transcription of these genes could indicate alterations in mitochondrial dynamics to clear damage and dysfunctional mitochondria after injury and restore homeostasis. 

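The nuclear genes of the respiratory chain and the proteins of the mitochondrial ribosome stayed near the control in injured females at 1 and 4 hr. Of genes of Figure 5, Surf1, an assembly factor of COX, and bonsai, a mitochondrial ribosomal protein, were lower at 1 hr and SdhA, the flavoprotein of complex II, was lower at 4 hr, each in the fit without a filter on low counts. The 54 respiratory chain genes had median log2 fold changes of -0.07, 0.02 and -0.10 at 1, 2 and 4 hr (camera adjusted p = 0.127, 0.655 and 0.124). The mitochondrial ribosome was at -0.05, 0.20 and -0.22 (adjusted p = 0.575, 0.0668 and 0.333). The genes of Figure 5, which the study shows for these samples and which are not taken as independent evidence, were lower at 4 hr by a median of -0.81 (camera adjusted p = 0.0385; adjusted p = 0.909 with an estimated correlation). That median was 0.02 without control replicate 1 (adjusted p = 0.962), -0.82 without control replicate 2 (adjusted p = 0.0561), -0.50 without 4 hr replicate 1 (adjusted p = 0.408) and -0.67 without 4 hr replicate 3 (adjusted p = 0.07). Surf1 had 2, 1 and 1 counts after injury and 29, 1 and 0 in the controls, a change of -2.98 (standard error 1.36, adjusted p = 1, unadjusted p under 0.05), and 1.17 without control replicate 1, -2.69 without 1 hr replicate 2 and -2.91 without 1 hr replicate 3. bonsai had 5, 14 and 2 counts after injury and 42, 12 and 6 in the controls, a change of -1.78 (standard error 0.86, adjusted p = 1, unadjusted p under 0.05), and -0.56 without control replicate 1 (not called), -1.61 without 1 hr replicate 1 (not called) and -1.41 without 1 hr replicate 3 (not called). SdhA had 2, 23 and 8 counts after injury and 93, 14 and 15 in the controls, a change of -1.63 (standard error 0.69, adjusted p = 1, unadjusted p under 0.05) in the same fit and -1.68 (standard error 0.93, adjusted p = 0.999, unadjusted p over 0.05) with the filter. The filtered value was -2.10 without control replicate 2, -2.07 without control replicate 3 and -2.42 without 4 hr replicate 2, and -0.05 without control replicate 1.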

Interestingly, COX inhibition with NIR exposure in females did not have significant transcriptional effects after TBI. There was significant downregulation observed only in *mRpL43* after injury in NIR exposed females. 

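mRpL43 encodes a protein of the large subunit of the mitochondrial ribosome, and it was barely detected in these libraries. The gene (FBgn0034893) lies on chromosome 2R, 23698105 to 23699014 of BDGP6. At 4 hr the females had 0, 0 and 0 counts in the 3 injured libraries and 4, 2 and 2 in the controls, with an unadjusted p under 0.05 and an adjusted p of 1 from edgeR in the fit without a filter. A fold change is not given, since the counts of the injured libraries lie under the 3 counts that a count of 0 allows and those of the controls hardly exceed them. The unadjusted p was over 0.05 without control replicate 1, 4 hr replicate 1, 4 hr replicate 2 and 4 hr replicate 3. At 1 and 2 hr the log2 fold change was -0.77 (standard error 1.41, adjusted p = 1, unadjusted p over 0.05) and 1.00 (standard error 1.31, adjusted p = 0.863, unadjusted p over 0.05).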

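In injured males mRpL35, a protein of the large subunit of the mitochondrial ribosome, was higher at 2 and 4 hr, and mRpS21, of the small subunit, was higher at 1 hr in the fit without a filter. mRpL35 (FBgn0038923) lies on chromosome 3R, 22023527 to 22024341 of BDGP6. It had 10, 6 and 3 counts at 2 hr, 2, 10 and 8 at 4 hr and 0, 3 and 1 in the controls. These are log2 fold changes of 2.92 (standard error 1.29, adjusted p = 1, unadjusted p under 0.05) and 2.61 (standard error 1.28, adjusted p = 1, unadjusted p under 0.05), after 1.07 (standard error 1.61, adjusted p = 1, unadjusted p over 0.05) at 1 hr. Without single libraries it was 2.50 without control replicate 1 (unadjusted p over 0.05), 2.87 without control replicate 3 (unadjusted p over 0.05) and 2.06 without 2 hr replicate 1 (unadjusted p over 0.05) at 2 hr, and 2.17 without control replicate 1 (unadjusted p over 0.05), 2.56 without control replicate 3 (unadjusted p over 0.05), 2.61 without 4 hr replicate 2 (unadjusted p over 0.05) and 2.23 without 4 hr replicate 3 (unadjusted p over 0.05) at 4 hr. mRpS21 had 1, 135 and 1 counts after injury and 1, 27 and 4 in the controls, a change of 2.09 (standard error 0.91, adjusted p = 1, unadjusted p under 0.05) and 2.15 (standard error 1.10, adjusted p = 1, unadjusted p over 0.05) with the filter, of which the 1 hr replicate 2 decided the sign (-1.0 without it), while it was 3.71 without control replicate 2 and 2.68 without 1 hr replicate 1. mRpL43 was at 1.17 (standard error 1.39, adjusted p = 1, unadjusted p over 0.05), 0.38 (standard error 1.40, adjusted p = 1, unadjusted p over 0.05) and -0.14 (standard error 1.50, adjusted p = 1, unadjusted p over 0.05) at 1, 2 and 4 hr. No gene of Figure 5 passed an adjusted p under 0.05 in males by edgeR.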

Similar to immune processes, we observed limited changes in injured *w*^1118^ males with or without NIR exposure (Figure 5). *mRpL43* was significantly downregulated in injured males but unchanged after NIR exposure whereas *mRpL35* was significantly upregulated after NIR treatment only. It is possible that in *Drosophila*, similar to humans, mitochondrial function and metabolism vary by sex, which may explain the variations observed between both sexes in response to injury.

**FIGURE 5:**
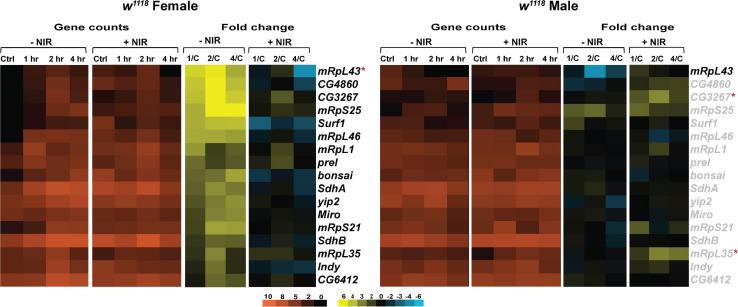
NIR exposure downregulates mitochondrial gene transcription in *w*^1118^ flies subjected to TBI. Heatmaps depicting mitochondrial gene expression changes in *w*^1118^ females and males at control, 1, 2, and 4 hr after injury and NIR exposure. The orange scale represents average normalized counts for three replicates in each of the indicated groups. Yellow-blue scale shows fold change for each gene at 1-, 2-, and 4-hr post-injury compared to control. The genes indicated in black font are significantly changed in injured flies not exposed to NIR whereas red asterisk (*) indicates significant alteration in injured flies exposed to NIR (| log2FC| > 1, *p*-value < 0.05). 1/C: Fold change at 1 hr compared to control; 2/C: Fold change at 2 hr compared to control and 4/C: Fold change at 4 hr compared to control. (–NIR: not exposed to NIR and +NIR: exposed to NIR).

These data suggest that modulating mitochondrial COX within the immediate early period following brain injury could prevent mitochondrial damage. However, additional studies that determine ΔΨ_m_, oxygen consumption, ATP production and superoxide production after NIR exposure will be useful to support the observed changes in gene transcription reported here.

### Cytoskeletal Gene Transcription Is Downregulated in Injured Flies After NIR Exposure

Mitochondria move along the axons in both directions using the microtubules and motor proteins (Bartolak-Suki et al., 2017). These interactions between the cytoskeleton and mitochondria are essential for maintaining mitochondrial morphology (Boldogh and Pon, 2006). The twisting and shearing of axons caused by the movement of brain within the skull during an injury is known to cause mechanical deformation on the neuronal cytoskeleton (Hill et al., 2016). Following TBI, Tau, a microtubule associated protein is found to be hyperphosphorylated and impact cytoskeletal integrity and mitochondrial transport (Sivanandam and Thakur, 2012; Edwards et al., 2019). Thus, we wanted to look at the effects of exposure to COX-inhibitory NIR on tau and cytoskeletal gene transcription in injured flies of both sexes.

As observed in immune response and mitochondrial gene transcription, we saw significant upregulation in expression of cytoskeletal genes in injured females (Figure 6). *w*^1118^ injured females exhibit significant upregulation of kinases involved in Tau phosphorylation like *lok* (*loki*) and *Cdk5alpha* (*Cdk5 activator-like protein*) after injury (Figure 6). Cyclin-dependent kinases were shown to be involved in mitophagy in cell culture models (Moskal et al., 2020). Microtubule integrity depends largely on tubulin polymerization (Bartolak-Suki et al., 2017) and we found a significant upregulation in *alphaTub84D* (α*-Tubulin at 84D*) and *betaTub97EF* (β*-Tubulin at 97EF*), both involved in polymerization of microtubules. In *w*^1118^ injured males (Figure 6), we observed very little transcriptional change with only *pbl* (*pebble*), involved in actin cytoskeleton reorganization being significantly downregulated whereas *pbl* was upregulated in injured females. Exposure to NIR resulted in significant alteration in *Tip60* (*Tat interactive protein 60kDa*), *cher* (*cheerio*) and *Cdk5alpha* in females. 

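Tip60 encodes a histone acetyltransferase, cher the actin crosslinker filamin, and Cdk5alpha the activator of the kinase Cdk5 that acts on tau. In females Cdk5alpha was lower 4 hr after injury in the fit without a filter on low counts, with 0, 9 and 0 counts after injury and 35, 12 and 9 in the controls. Cdk5alpha (FBgn0027491, chromosome 2L, 10308131 to 10310956 on BDGP6) changed by -2.37 (standard error 0.96, adjusted p = 1, unadjusted p under 0.05) in that fit and by -2.40 (standard error 1.26, adjusted p = 0.999, unadjusted p over 0.05) with the filter by edgeR. The filtered value was -1.45 without control replicate 1. Without 4 hr replicate 2 it passed an unadjusted p under 0.05 with 0 and 0 counts in the injured libraries left, so that no fold is given. At 1 and 2 hr the change was -1.31 and 0.40, and at 1 hr it passed without 1 hr replicate 2, with 3 and 0 counts left in the injured libraries. Tip60 (FBgn0026080, chromosome X, 4114800 to 4117487) changed by -2.08 (standard error 1.36, adjusted p = 1, unadjusted p over 0.05) at 1 hr, -0.40 (standard error 1.20, adjusted p = 0.929, unadjusted p over 0.05) at 2 hr and -0.44 (standard error 1.28, adjusted p = 0.999, unadjusted p over 0.05) at 4 hr with the filter, with 1, 3 and 0 counts after injury and 9, 2 and 4 in the controls at 1 hr. cher (FBgn0014141, chromosome 3R, 17091533 to 17125389) changed in the fit without a filter by -0.07 (standard error 1.32, adjusted p = 1, unadjusted p over 0.05), -1.12 (standard error 1.41, adjusted p = 0.853, unadjusted p over 0.05) and 1.09 (standard error 1.31, adjusted p = 1, unadjusted p over 0.05). At 2 hr cher passed an unadjusted p under 0.05 without 2 hr replicate 1, with 0 and 0 counts left in the injured libraries and no fold given.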

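DCTN5-p25 encodes a subunit of dynactin, the complex that ties dynein to its cargo, and it did not pass the test in injured females. The gene (FBgn0040228) lies on chromosome 2L, 15005733 to 15006607 of BDGP6. It had 2, 1 and 3 counts in the female controls and 4, 12 and 1, 2, 0 and 0 and 0, 2 and 0 in replicates 1 to 3 at 1, 2 and 4 hr. The log2 fold changes were 1.15 (standard error 1.35, adjusted p = 1, unadjusted p over 0.05), -1.63 (standard error 1.51, adjusted p = 0.762, unadjusted p over 0.05) and -1.21 (standard error 1.58, adjusted p = 1, unadjusted p over 0.05) in the fit without a filter. At 2 hr it passed an unadjusted p under 0.05 without 2 hr replicate 1, with 0 and 0 counts left in the injured libraries and no fold given. Of the cytoskeletal genes of Figure 6, 8 could be tested, with medians of 0.04, 0.67 and -0.35 at 1, 2 and 4 hr (camera adjusted p = 0.229, 0.224 and 0.347), a list that is not independent of these samples.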

*DCTN5-p25 (Dynactin 5, p25 subunit*), a motor protein involved in retrograde axonal transport was significantly upregulated in injured females but unchanged after NIR exposure. *DCTN5-p25* was significantly upregulated after NIR exposure in injured males.

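In males DCTN5-p25 was higher 1 hr after injury, with 2, 24 and 1 counts in the injured libraries and 0, 1 and 1 in the controls. Its log2 fold change was 3.74 (standard error 1.53, adjusted p = 1, unadjusted p under 0.05) by edgeR in the fit without a filter. It was 3.32 without control replicate 1 (unadjusted p over 0.05) and 3.08 without 1 hr replicate 2 (unadjusted p over 0.05). At 2 and 4 hr the change was 2.16 (standard error 1.52, adjusted p = 1, unadjusted p over 0.05) and 0.29 (standard error 1.63, adjusted p = 1, unadjusted p over 0.05). Counts assigned to all genes were 338815, 1668925 and 59781 in the injured replicates 1 to 3 at 1 hr, so the 24 counts came from the deepest of them.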

**FIGURE 6:**
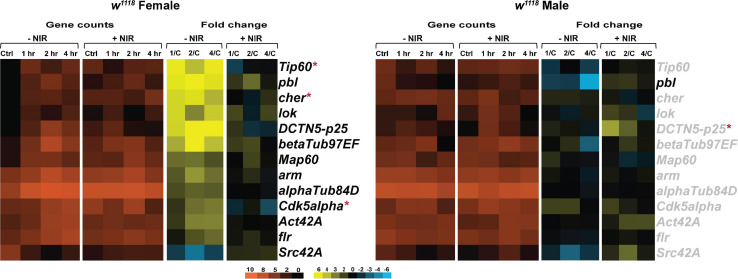
Cytoskeletal gene transcription is downregulated after NIR exposure. Heatmaps depicting cytoskeletal gene expression changes in *w*^1118^ females and males at control, 1, 2, and 4 hr after injury and NIR exposure. The orange scale represents average normalized counts for three replicates in each of the indicated groups. Yellow-blue scale shows fold change for each gene at 1-, 2-, and 4-hr post-injury compared to control. The genes indicated in black font are significantly changed in injured flies not exposed to NIR whereas red asterisk (*) indicates significant alteration in injured flies exposed to NIR (| log2FC| > 1, *p*-value < 0.05). 1/C: Fold change at 1 hr compared to control; 2/C: Fold change at 2 hr compared to control and 4/C: Fold change at 4 hr compared to control. (–NIR: not exposed to NIR and +NIR: exposed to NIR).

Our data suggests that brain injury affects cytoskeletal integrity differently in male and female flies and NIR exposure limits the damage sustained by trauma in both sexes.

## Discussion

Pharmacological therapies for brain injury are primarily focused on modulating major neurotransmitter processes to enhance the neurocognitive sequelae of TBI (Morries et al., 2015). Unfortunately, little has been found to reverse TBI damage caused by mitochondrial dysfunction, a well-known cause of neuronal death (Hiebert et al., 2015; Morries et al., 2015). In this study we employed NIR light, a non-pharmacological approach to minimize mitochondrial damage after TBI in *Drosophila*. NIR treatment has been shown to provide benefit in animal models of ischemia/reperfusion injury (Sanderson et al., 2018), spinal cord injury (Giacci et al., 2014), stroke (Strubakos et al., 2020), optic nerve injury (Giacci et al., 2014), and in human trials of TBI (Naeser et al., 2014). Sex differences in outcome to TBI have been observed in flies (Shah et al., 2020) and there exist strong evidence indicating sex differences in mitochondria could also have an effect on TBI response (Conley et al., 2014; Gupte et al., 2019). Hence, we assessed the effects of modulating mitochondrial COX using NIR exposure on gene transcription in the immediate time frame after brain injury in both sexes. The fly brain is enclosed in a cuticle composed of chitin which strongly absorbs the 750 nm infrared radiation (Klocke et al., 2011), so we sequenced 3′mRNA libraries of isolated *w*^1118^ fly brains at control, 1, 2, and 4 hr after TBI. Our results suggest that inhibiting COX activity downregulates gene expression in injured females whereas injured males exhibit minimal changes with or without NIR treatment.

Different studies have suggested a positive effect of PBM treatment in TBI patients (Naeser et al., 2014; Poiani et al., 2018; Carneiro et al., 2019). NIR between 700–1000 nm readily penetrates the scalp and skull and has the potential to improve cellular activity of compromised brain tissue (Santos et al., 2018). Most studies employing NIR treatment have focused on evaluating the efficacy of this exposure on neuropsychological defects like impaired cognition and mood arising from brain injury (Poiani et al., 2018; Santos et al., 2018) but none have looked at the effect of NIR on gene transcription. Since failing mitochondria can place the cell in energy crisis, mitochondrial dysfunction after injury could affect gene transcription, an energy demanding process (Muir et al., 2016). Thus, we looked at gene transcription profile to identify the effect of mitochondrial damage on brain transcriptome post-TBI and COX inhibition. It should be noted that most PBM studies conducted to date used COX-activating NIR, such as 810 nm, and no COX-inhibitory wavelengths were known until their recent discovery by the Hüttemann laboratory (Sanderson et al., 2018). Therefore, the goal of this study was to assess (a) the change in gene expression in response to COX-inhibitory NIR exposure and (b) whether the response varies in both sexes. Contrary to other studies, we have made use of a single COX-inhibitory wavelength (750 nm) to assess genome-wide changes in gene expression in TBI inflicted fly brains. We specifically looked at alteration in genes involved in immune response, mitochondrial function and cytoskeleton after TBI.

Brain injury causes a prolonged activation of inflammatory responses, which exacerbates primary damage occurring within hours of injury (McKee and Lukens, 2016; Plesnila, 2016; Dinet et al., 2019). Efforts to manipulate genes or pathways that can either trigger anti-inflammatory responses or inhibit pro-inflammatory processes have been underway as means to curb this extensive brain damage (Griffin, 2011; McKee and Lukens, 2016). A growing body of evidence also links mitochondrial dysfunction with increased incidences of immune activation (Walker et al., 2014; Breda et al., 2019). Here, we see an increased expression of genes involved in the *Drosophila* immune system after injury in females and most of these upregulated genes are unchanged after NIR exposure. Previous studies have also noted protective effects of PBM on immune system in TBI models (Moreira et al., 2009; Hennessy and Hamblin, 2017) but the underlying cause for differences between males and females as observed here remains unknown. *Drosophila* males have been shown to have increased immune gene transcription days or weeks after injury (Katzenberger et al., 2016; Swanson et al., 2020), so it is likely that an upregulated gene expression could be observed if longer time points are assessed. Sexual dimorphism in mitochondria (Demarest and McCarthy, 2015; Gupte et al., 2019) could also be influencing the secondary damage cascades after brain injury but further studies are required to explore such differences in flies. It should also be noted that the NIR wavelength (COX-inhibiting) and energy density employed in this study is different to previously published reports (Weinrich et al., 2017), which could also have an impact on the response. Weinrich et al. (2017) showed that lifelong 670-nm exposure in *Drosophila* extends lifespan and improves aged mobility. However, our initial assessments determined that chitin absorbed NIR at the 750-nm exposure, thus raising the possibility that different wavelengths have varying penetration through tissues. Due to this we were unable to assess behavioral function or survival post-TBI in NIR-exposed flies, however our focus was to assess gene expression changes in the brain after injury.

One of the most pronounced effect of TBI is axonal damage which impacts the cytoskeletal integrity and structure (Fitzpatrick et al., 1998; Saatman and Burkhardt, 2009). The cytoskeleton regulates mitochondrial positioning and transport and this interaction of mitochondria with microtubules is a tightly regulated process (Anesti and Scorrano, 2006; Boldogh and Pon, 2006). An additional level of regulation is accomplished by microtubule-associated proteins (MAP’s) like Tau (Ebneth et al., 1998) and pathological Tau, a common finding in TBI patients and animals models of brain injury (Collins-Praino and Corrigan, 2017; Castellani and Perry, 2019), inhibits mitochondrial transport (Shahpasand et al., 2012). 

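tau encodes the microtubule-binding protein of axons, and its RNA did not pass the test after injury under NIR exposure in either sex of w1118. The gene (FBgn0266579) lies on chromosome 3R, 27639886 to 27656996 of BDGP6. In females it was at 132 ± 16.5 normalized CPM (SD, n = 3) after injury and 157 ± 9.97 (SD, n = 3) in the control at 1 hr. The log2 fold change in females was -0.25 (standard error 0.33, adjusted p = 1, unadjusted p over 0.05) at 1 hr, -0.62 (standard error 0.33, adjusted p = 0.692, unadjusted p over 0.05) at 2 hr and 0.00 (standard error 0.28, adjusted p = 1, unadjusted p over 0.05) at 4 hr. At 2 hr it was -1.12 without 2 hr replicate 1 (unadjusted p under 0.05). In males the change was -0.11 (standard error 0.34, adjusted p = 1, unadjusted p over 0.05), -0.13 (standard error 0.33, adjusted p = 1, unadjusted p over 0.05) and 0.33 (standard error 0.33, adjusted p = 1, unadjusted p over 0.05) at the same time points.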

In this study, we observed an upregulation in several cytoskeletal genes in injured females but no change in tau transcription in both sexes after TBI. NIR exposure appears to show an immediate response in females but minimal change in males. Similar trend in gene expression is also observed in mitochondrial gene expression for both sexes after injury and subsequent NIR exposure. Since tau transcription was unaffected by brain injury, we also exposed TBI inflicted Tau knockout flies to NIR and observed mostly downregulation or no change in gene expression in both sexes (Supplementary Data 1). 

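In Tau knockout (Tau-KO) females the antimicrobial peptides and the activity-regulated genes were higher as lists at each time point after injury, and in Tau-KO males the proteins of both ribosomes and of the respiratory chain were lower at 4 hr. These calls are by camera at a small fixed correlation between genes, and none held with an estimated correlation. The knocked-out gene itself had a median of 148 CPM in the libraries labelled Tau-KO and 153 in those labelled w1118. The deleted part of the gene is not described in the sources used here, and 3′ tags outside it would remain, so this does not check the label. The 24 Tau-KO libraries followed the same design of 3 libraries for each sex and time point, and the paper gives no separate age, wavelength or exposure for them. Counts assigned to genes ranged in Tau-KO females from 292534 to 763602 (median 330161) in the control, 350764 to 1528927 (median 489708) at 1 hr, 475002 to 860091 (median 798529) at 2 hr and 437198 to 770673 (median 589797) at 4 hr. In Tau-KO males they ranged from 39517 to 1198452 (median 891279) in the control, 328503 to 1128682 (median 566191) at 1 hr, 347950 to 661659 (median 468159) at 2 hr and 134970 to 340255 (median 265717) at 4 hr, with the control replicate 1 below all others. Of these libraries 8 differed from the nearest other library by more than 4 times the sampling noise: the female control replicate 2, 1 hr replicate 2, 2 hr replicate 1 and 4 hr replicate 2, and the male control replicates 2 and 3, 1 hr replicate 2 and 4 hr replicate 2. Thinned to 250000 counts, 2 of 22 did, the female control replicate 2 and the male 4 hr replicate 2. The 5015 genes kept were tested as for w1118 with the spread over the 24 Tau-KO libraries. Among single genes, CG10353 was lower in males at 1 hr (log2 fold change -3.50, standard error 0.66, adjusted p = 0.0857 by edgeR), and so were Tmem18, a nuclear envelope protein with 0, 0 and 1 counts against 1, 20 and 30 in the controls, and the dopamine receptor Dop2R (-2.0). At 4 hr the immunoglobulin family adhesion protein bdl was lower (-2.30) and the septate junction protein Nrx-IV higher (2.52) in males, and in females at 2 hr the serine protease grass of the Toll pathway was higher (2.11). Each kept its call with any 1 of its 6 libraries left out, the property for which these genes were picked, so it is not evidence for them. No gene passed an adjusted p under 0.05 by edgeR with a filter in the 6 comparisons, whereas DESeq2 called 1, 1 and 170 in males at 1, 2 and 4 hr and 0 in females. Without the filter edgeR called 9, 18 and 1 in females and 7, 24 and 349 in males. Of the genes in the paper's figures, alphaTub84D (adjusted p = 0.00126), SdhB (adjusted p = 0.0015) and betaTub97EF (adjusted p = 0.0454) passed there, all lower in males at 4 hr, and none of them without control replicate 3. SdhB did not pass without 4 hr replicate 2 either, nor betaTub97EF, at 0 counts in each injured library, without any 1 of the 4 hr libraries. repo, the glial homeodomain factor, passed an unadjusted p under 0.05 in males at each time point in that fit (adjusted p = 0.408, 0.0908 and 0.204), with 10, 0 and 10 counts at 1 hr, 8, 16 and 11 at 2 hr, 2, 0 and 4 at 4 hr and 1, 0 and 0 in the controls, so that no fold is given. The unadjusted p of repo was over 0.05 without control replicate 3 at 1 hr and without control replicate 2, control replicate 3, 4 hr replicate 1 or 4 hr replicate 3 at 4 hr, and under 0.05 at 2 hr with any 1 library left out. Without control replicate 1, where the controls left held 0 and 0 counts, repo had adjusted p = 0.0201, 0.00173 and 0.0285. In Tau-KO females repo did not pass with all libraries. At an unadjusted p under 0.05 and an absolute log2 fold change over 1, females had 206 (104 higher and 102 lower) at 1 hr, 202 (74 higher and 128 lower) at 2 hr and 111 (29 higher and 82 lower) at 4 hr. Males had 161 (107 higher and 54 lower), 275 (156 higher and 119 lower) and 931 (343 higher and 588 lower). Without the fold limit the counts were 286, 300 and 164 in females and 199, 348 and 1167 in males, where evenly spread p-values would give 250.8. With the fold limit, other splits of the same libraries had a median count of 184, 135 and 132 in females. In males that median was 122, 72 and 249. Genes without overlap made up 7.4%, 11.4% and 8.04% in females and 7.08%, 12.8% and 13.8% in males, against 10% by chance. In females the count was 38 without control replicate 2, 491 without control replicate 3, 365 without 1 hr replicate 1, 56 without 1 hr replicate 2 and 311 without 1 hr replicate 3 at 1 hr, 33 without control replicate 2, 537 without control replicate 3, 82 without 2 hr replicate 1 and 316 without 2 hr replicate 3 at 2 hr and 209 without control replicate 1, 24 without control replicate 2, 373 without control replicate 3 and 61 without 4 hr replicate 2 at 4 hr. In males it was 335 without control replicate 1 and 281 without 1 hr replicate 2 at 1 hr, 582 without control replicate 1 and 135 without 2 hr replicate 3 at 2 hr and 610 without control replicate 3 at 4 hr. At an adjusted p under 0.05, 2, 1 and 527 genes passed in males at 1, 2 and 4 hr without control replicate 1, and 12 at 4 hr without 4 hr replicate 3.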

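The antimicrobial peptides of Tau-KO females, effectors of the innate immune response, had median log2 fold changes of 0.40 at 1 hr, 0.82 at 2 hr and 0.67 at 4 hr. Activity-regulated genes, which neurons switch on when they fire, were at 0.75, 0.51 and 0.47. In males at 4 hr the cytosolic ribosome was at -0.48, the mitochondrial ribosome at -0.87 and the respiratory chain at -0.36. Of single genes, RpL23A, a protein of the large ribosomal subunit, changed by -2.45 (standard error 0.72, adjusted p = 0.0903, unadjusted p under 0.05) in males at 4 hr, and Dro by 1.30 (standard error 0.51, adjusted p = 0.72, unadjusted p under 0.05) in females at 2 hr (0.94 without control replicate 2 and 0.72 without 2 hr replicate 1). The camera adjusted p of the peptides was 0.00969, 0.000186 and 8.73e-05, and with an estimated correlation adjusted p = 0.75, 0.476 and 0.637. When adjusted over the list alone, 0, 0 and 0 peptides were higher. Their median was 0.64 without control replicate 1 (adjusted p = 0.0024) and 0.13 without control replicate 2 (adjusted p = 0.349) at 1 hr, 0.44 without control replicate 2 (adjusted p = 0.0171) at 2 hr and 0.27 without control replicate 2 (adjusted p = 0.173) at 4 hr. For the activity-regulated genes the adjusted p was 0.0257, 0.028 and 0.0174, and with an estimated correlation adjusted p = 0.75, 0.476 and 0.637. Their median was 0.72 without control replicate 1 (adjusted p = 0.0683), 0.38 without control replicate 2 (adjusted p = 0.109), 0.75 without control replicate 3 (adjusted p = 0.0565) and 0.17 without 1 hr replicate 2 (adjusted p = 0.581) at 1 hr, 0.65 without control replicate 1 (adjusted p = 0.0634), 0.45 without control replicate 2 (adjusted p = 0.0914), 0.72 without control replicate 3 (adjusted p = 0.0692) and 0.46 without 2 hr replicate 1 (adjusted p = 0.159) at 2 hr and 0.50 without control replicate 2 (adjusted p = 0.173), 0.97 without control replicate 3 (adjusted p = 0.0421) and 0.32 without 4 hr replicate 2 (adjusted p = 0.198) at 4 hr. In females 6, 6 and 3 of 23 lists were called at 1, 2 and 4 hr, among them the ribosomes and the genes of Figure 3 and Figure 6, and in males 0, 0 and 3, with 0 called in any of the 6 at an estimated correlation. The genes of Figure 6, not independent of the w1118 samples, were at 2.04 at 1 hr (adjusted p = 0.00969; adjusted p = 0.75 with an estimated correlation; 2.52 without control replicate 1 (adjusted p = 0.0683), 1.68 without control replicate 3 (adjusted p = 0.218) and 0.47 without 1 hr replicate 2 (adjusted p = 0.939)) and 1.57 at 2 hr (adjusted p = 0.00822; adjusted p = 0.476 with an estimated correlation; 1.31 without control replicate 1 (adjusted p = 0.0752), 0.97 without control replicate 2 (adjusted p = 0.0213), 1.57 without control replicate 3 (adjusted p = 0.255) and 0.26 without 2 hr replicate 1 (adjusted p = 0.306)). In males at 4 hr the adjusted p was 0.000747 for the cytosolic ribosome, 0.00831 for the mitochondrial ribosome and 0.018 for the respiratory chain (adjusted p = 0.606 or more with an estimated correlation). The cytosolic ribosome was -0.34 without control replicate 2 (adjusted p = 0.185) and -0.28 without control replicate 3 (adjusted p = 0.11), the mitochondrial ribosome -0.69 without control replicate 2 (adjusted p = 0.0586) and -0.57 without control replicate 3 (adjusted p = 0.11) and the respiratory chain -0.24 without control replicate 2 (adjusted p = 0.277), -0.26 without control replicate 3 (adjusted p = 0.195), -0.32 without 4 hr replicate 1 (adjusted p = 0.181) and -0.39 without 4 hr replicate 3 (adjusted p = 0.0658). Averaged over the 3 time points, CG10353, Tmem18 and the non-coding RNA CR45417 passed in males by edgeR, at -2.67 (adjusted p = 0.0264) for CG10353 and 3.42 (adjusted p = 0.0446) for CR45417, while Tmem18 (adjusted p = 0.0446) had 0 counts in each library at 4 hr, so that no fold is given. Without replicate 1 or 3 of every group 0 genes passed and without replicate 2 199 did, where DESeq2 on all libraries called 9 and edgeR without a filter 111. In females the average gave 0 genes by edgeR, 0 by DESeq2 and 57 by edgeR without a filter, with 214 (76 higher and 138 lower) at an unadjusted p under 0.05.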

The synergistic effect of absence of tau and NIR exposure in injured flies highlights the role of tau expression and mitochondrial dysfunction in TBI outcome.

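Antimicrobial peptides, the effectors of innate immunity, were lower in libraries labelled Tau-KO than in those labelled w1118 over all groups, by a median log2 difference of -0.37 and for 13 of 13 genes, a call by camera that did not pass with an estimated correlation between genes (adjusted p = 0.508). Genetic background and any batch go with the strain label, so no difference between the strains can be credited to the loss of tau. The digestive enzymes of injured females lay below the control in w1118 and not in Tau-KO, a difference between the strains of 2.48 in the median. In w1118 this rests largely on control replicate 1, which held 12919.8 CPM of these enzymes against 1504.5 and 1532.1 in control replicates 2 and 3. Photoreceptor genes differed the other way, by -0.54, and neither list passed with an estimated correlation. tau itself differed between the strains by 0.07 (standard error 0.12, adjusted p = 0.885, unadjusted p over 0.05). At an adjusted p under 0.05, 0 genes differed between the strains by edgeR, 0 in their response to injury in females and 0 in males, and DESeq2 called 0, 0 and 0, against 6, 22 and 20 by edgeR without a filter. At an unadjusted p under 0.05 and an absolute log2 fold change over 1, the counts were 87 (8 higher and 79 lower), 203 (131 higher and 72 lower) and 396 (152 higher and 244 lower). Without the fold limit they were 425, 250 and 431, where evenly spread p-values would give 291.1. With the fold limit, other splits of the same libraries had a median count of 33, 207 and 192. The camera adjusted p of the peptides was 1.07e-06 (adjusted p = 0.508 with an estimated correlation), and their median was -0.62 without replicate 1 (adjusted p = 5.24e-10) and -0.19 without replicate 2 (adjusted p = 0.0118). For the response to injury in females it was 2.09e-08 for the digestive enzymes and 0.013 for the photoreceptor genes (adjusted p = 0.314 and 0.96 with an estimated correlation). The enzymes' median was 0.74 without replicate 1 (adjusted p = 0.408), and that of the photoreceptor genes -0.34 without replicate 1 (adjusted p = 0.751). Between the strains over all groups, the ribosome (-0.12, adjusted p = 0.00102; adjusted p = 0.759 with an estimated correlation; -0.08 without replicate 1 (adjusted p = 0.229), -0.07 without replicate 2 (adjusted p = 0.0118) and -0.21 without replicate 3 (adjusted p = 0.000423)) and the photoreceptor genes (-0.30, adjusted p = 0.0159; adjusted p = 0.759 with an estimated correlation; 0.08 without replicate 2 (adjusted p = 0.169)) were lower in Tau-KO. Muscle genes (0.11, adjusted p = 0.0336; adjusted p = 0.753 with an estimated correlation; 0.26 without replicate 1 (adjusted p = 0.00387), -0.01 without replicate 2 (adjusted p = 0.775) and 0.17 without replicate 3 (adjusted p = 0.0241)) and genes of hemocytes, the blood cells (0.18, adjusted p = 0.0493; adjusted p = 0.508 with an estimated correlation; 0.28 without replicate 1 (adjusted p = 0.0245), 0.12 without replicate 2 (adjusted p = 0.169) and 0.18 without replicate 3 (adjusted p = 0.164)), were higher. No list differed between the strains in the response of males. Without flies that were not exposed to NIR, the effects of exposure and of tau cannot be crossed here. From these flies the paper states that the absence of tau and NIR exposure act together, and it concludes that tau expression and mitochondrial dysfunction have a role in the outcome of TBI.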

In conclusion, we have shown that exposure to COX-inhibitory NIR light within the immediate timeframe after brain injury downregulates gene expression in injured flies. The response to TBI and the subsequent modulation of mitochondrial COX by exposure to NIR varies by biological sex with females exhibiting a more pronounced effect than males in *Drosophila*. Although the cause of these transcriptional differences remains unknown, the presence of metabolic tissues, sex-specific genes or brain architecture could be potential factors requiring further studies. In this study, we were unable to assess lifespan or behavioral measures in NIR-exposed flies due to the absorbance property of chitin, but we present genome-wide transcriptional changes in *Drosophila* brains to decipher gene networks or pathways that are affected by TBI and NIR. Finally, we propose that a detailed understanding of the disease mechanism at the mitochondrial level after acute stress (Sanderson et al., 2013, 2018) will make possible use of COX-inhibitory and -activating NIR at the early and late time periods following tissue injury, respectively, to limit ΔΨ_m_ hyperpolarization and thus ROS early to suppress cell death, whereas at later chronic stages of the disease, COX-activating NIR may be useful to enhance tissue remodeling and repair.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material. Gene expression data are available in the GEO database under accession number GSE140663 (*w*_*1118*_ without NIR exposure) and GSE158061 (*w*_*1118*_ with NIR exposure).

## Author Contributions

DR, MH, and KG conceived the project. ES and KG conceptualized the content. ES performed the data analysis and wrote the manuscript. All authors edited the manuscript and assisted with data analysis.

## Conflict of Interest

MH and TS are co-founders of Mitovation Inc., that develops infrared light therapy for ischemia/reperfusion injury applications. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Supplementary Data Sheet 1 Gene Ontology tables.

How the deposited data were processed for this re-analysis (not part of the article)

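The re-analysis used the authors' deposited table of reads per gene for 48 libraries of single fly brains: w1118 and Tau-KO, both sexes, a control and 1, 2 and 4 hr after injury, with 3 replicates each, all exposed to NIR. The authors counted reads per gene with HTSeq after alignment with STAR 2.4 to the dm3 genome and basecalling with CASAVA 1.8.2, and the deposited counts are whole numbers without normalization. The log2 fold changes and p-values (score of a likelihood ratio and adjusted p included) in the authors' deposited comparison tables come from edgeR 3.22.3, with the filter and the libraries in each fit not given in the sources used here, and served only for the comparison with the paper's values and for controls with and without exposure. The table holds 16995 genes and 5 non-gene rows, which held 23.1 to 52.8% of the counts of a library and stayed out of library sizes and tests. Counts assigned to genes ranged from 39517 to 1668925, with 4079 to 8915 genes detected. Gene names that a spreadsheet had turned into dates (6) were kept as they stand.

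Each strain was fitted by itself with a mean per group and no covariates. In edgeR 4.0.16 (R 4.3.3), genes were filtered by filterByExpr on the groups, scaled by TMM and tested with glmQLFit and glmQLFTest, which left 5477 genes in w1118 and 5015 in Tau-KO, and 5821 in the fit of all libraries for the strain contrasts. A gene counted as changed at an absolute log2 fold change over 1 with an adjusted p under 0.05 (Benjamini-Hochberg) or, as in the paper's figures, an unadjusted p under 0.05. The contrasts were each time point against the control, their average, females against males, Tau-KO against w1118, and the differences of the response between sexes and strains. Genes of the paper that fell below the filter were tested in a fit without it. Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with an estimated correlation, and with fry, where a list had at least 3 measured genes, and p-values were adjusted over the 23 lists of a comparison. The lists of mitochondrially encoded genes, of the gonads and accessory glands, and of single genes the paper names elsewhere had fewer and were not tested. Lists of the paper's Figures 3, 5 and 6 hold genes that the study shows for these samples without saying how they were picked. They are not taken as independent evidence.

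The comparisons, thresholds, gene lists, alternatives and the rule for named genes were set before the data were examined. The rule took every gene the paper names, in each comparison the 8 genes with the smallest p in each direction among those changed at an unadjusted p under 0.05 whose injured and control libraries did not overlap, any gene at an adjusted p under 0.05, list members that passed, and tau, repo, roX1, roX2 and Yp1 to Yp3 as checks of labels. The text names mainly those of them that passed with each single library left out, or that belong to lists, a narrowing made after their values were seen. The paper's tables were seen beforehand, among them its enriched terms of vision, proteases and immune genes in these same females. The lists of photoreceptor genes, digestive enzymes and antimicrobial peptides were written with those terms known. They are therefore not taken as independent evidence either.

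Alternatives were DESeq2's size factors, no filter, the replicate number as a block, each library left out in turn (each replicate number for averages and differences), DESeq2 1.42.0, a fit of only the 6 libraries of a comparison, and an exact test on them without a filter. Libraries were compared in pairs by chi-square per degree of freedom over genes with at least 20 counts in the pair, and a library stood apart where its nearest neighbour differed by more than 4, which held for 16 libraries, and for 7 of 45 when thinned to 250000 counts. Fits without the 16 libraries, which leave 1 library of the w1118 females at 2 hr and 1 of the Tau-KO male controls, without those under 100000 counts, and a likelihood ratio test over 48 libraries were added later. Whether replicate numbers pair the libraries was checked by correlating deviations from the group mean over 2000 genes. All 3 pairs were over 0.1 only in w1118 males at 1 hr (0.468, 0.669 and 0.21), where the blocked count was 92 genes at an unadjusted p under 0.05.

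The workflow was tested on simulated counts with the depths and spread of these libraries, in which 4-fold changes were recovered at an adjusted p under 0.05 in 32% of genes for w1118 females at 1 hr, 48% for w1118 males and Tau-KO males at 4 hr, 56% for the average of w1118 females and 98% between the strains. Among unchanged genes there 4.55 to 5.12% had an unadjusted p under 0.05. Simulated genes varied independently, without the shared deviations of single libraries, so these shares do not measure the power of the real contrasts. Positions of genes are those of the BDGP6 annotation (release file BDGP6.54.115), while the counts were made on dm3. GO enrichment was not repeated, and flies without NIR exposure, reads and images were not used here.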

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

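All tests of explanations in this part were chosen after the results were seen. What drew attention here was a difference between groups in the response to injury, and in the last case a gene that the paper does not discuss.

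With an estimated correlation between genes, none of the following differences of lists passed. By limma's camera at a small fixed correlation, the response of w1118 females differed from that of males for the antimicrobial peptides (adjusted p = 5.48e-05), the digestive enzymes (5.48e-05), the genes of the antenna (0.012) and the genes of Figure 3 (0.0205) at 1 hr. At 2 hr it differed for the digestive enzymes (1.04e-07), photoreceptor genes (0.000392) and muscle genes (0.00133), and at 4 hr for the digestive enzymes (0.00012). Between the strains, the response of females differed for the digestive enzymes (2.09e-08), the photoreceptor genes (0.013) and the cytosolic ribosome (0.0289). Without replicate 1 of every group the adjusted p of the digestive enzymes was 0.864, 0.00588 and 0.455 for the sexes at 1, 2 and 4 hr and 0.408 for the strains. Without replicate 1 it was 0.751 for the photoreceptor genes and 0.776 for the ribosome between the strains, and 0.258 for the photoreceptor genes between the sexes. Without replicate 2 it was 0.354 for the peptides, 0.615 for the antenna, 0.594 for the genes of Figure 3, 0.111 for the photoreceptor genes and 0.557 for the muscle genes between the sexes.

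The lower digestive enzymes of injured w1118 females rest on 1 control library, replicate 1, which was rich in their RNA. Without it the list had an adjusted p of 0.664 at 1 hr and 0.802 at 4 hr, as a sample mixed with gut tissue would give, and 0.00686 at 2 hr, so that this library is not the whole of the difference at 2 hr. A response to injury was argued against at 1 and 4 hr, where the median log2 fold change against the other controls was -0.0458 and -0.16. At 2 hr that median was -0.63, with sums of 1550, 234 and 1052 CPM in replicates 1 to 3 against 1504 and 1532 in those controls: the fall lay in replicate 2, the lowest of the 48 libraries, and replicate 3, and a response and uneven dissection could not be told apart here.

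CR45417, a non-coding RNA that the paper does not discuss, was higher in injured Tau-KO males averaged over the time points, by a log2 fold change of 3.42. It was 3.38, 3.67 and 3.20 without replicate 1, 2 and 3 of every group, and without replicate 1 or 3 no gene passed an adjusted p under 0.05 by edgeR.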

How the results depend on the processing

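The alternatives that leave out the libraries that stand apart or those under 100000 counts, and the likelihood ratio test over 48 libraries, were chosen after seeing the data, and the others before. Where a value moved, the cause was not tested. Without a filter on low counts, genes at an adjusted p under 0.05 numbered 9, 26 and 8 in w1118 females at 1, 2 and 4 hr, 9, 18 and 1 in Tau-KO females at 1, 2 and 4 hr, 7, 24 and 349 in Tau-KO males at 1, 2 and 4 hr, 33 for w1118 females averaged over time, 2 for the sex difference of the response at 1 hr, 57 for Tau-KO females averaged over time, 111 for Tau-KO males averaged over time, 6 for Tau-KO against w1118, 22 for the strain difference of the response in females and 20 for the strain difference of the response in males. In that setting genes at an unadjusted p under 0.05 numbered 164, 792 and 172 in w1118 females at 1, 2 and 4 hr, 327, 185 and 134 in w1118 males at 1, 2 and 4 hr, 422, 438 and 257 in Tau-KO females at 1, 2 and 4 hr and 533, 635 and 1483 in Tau-KO males at 1, 2 and 4 hr. With only the 6 libraries of a comparison in the fit, genes at an unadjusted p under 0.05 numbered 72 in w1118 females at 2 hr, 60 and 30 in w1118 males at 1 and 2 hr, 48 and 43 in Tau-KO females at 1 and 4 hr and 95 and 368 in Tau-KO males at 1 and 4 hr. In that setting 217 of the 375 genes of the naming rule were called. With an exact test on 6 libraries and no filter, genes at an adjusted p under 0.05 numbered 12 in Tau-KO males at 4 hr. In that setting genes at an unadjusted p under 0.05 numbered 114 and 184 in w1118 females at 1 and 4 hr, 159, 111 and 104 in w1118 males at 1, 2 and 4 hr, 365 and 182 in Tau-KO females at 2 and 4 hr and 487 and 611 in Tau-KO males at 2 and 4 hr. With DESeq2, genes at an adjusted p under 0.05 numbered 1 in w1118 females at 2 hr, 1, 1 and 170 in Tau-KO males at 1, 2 and 4 hr and 9 for Tau-KO males averaged over time. Without the 16 libraries that stand apart, genes at an unadjusted p under 0.05 numbered 88 in w1118 females at 1 hr, 238, 86 and 109 in w1118 males at 1, 2 and 4 hr and 94 and 105 in Tau-KO females at 1 and 2 hr. In that setting 15 lists were called in the 12 comparisons (38 with all libraries). In that setting 81 of the 375 genes of the naming rule were called. The median log2 fold change or the direction of the list by camera turned for antimicrobial peptides -0.15, Figure 3 immune genes -0.0836 and photoreceptor genes 0.00609 (w1118 females at 1 hr), photoreceptor genes -0.00111 (w1118 females at 4 hr), genes of the antenna -0.11 (the sex difference of the response at 1 hr), cytosolic ribosome -0.0928, mitochondrial ribosome -0.18 and Figure 6 cytoskeletal genes -0.0653 (Tau-KO females at 1 hr) and cytosolic ribosome -0.0272 (Tau-KO females averaged over time). The fold change turned for AttC -0.18 (w1118 females at 1 hr) and Gat -0.18 (w1118 males at 1 hr). That setting left 1 library of w1118 females at 2 hr and, of Tau-KO male controls, only replicate 1 with 39517 counts, so for the comparisons and averages that use them the values that follow, and part of the lists and named genes just counted, rest on 1 library in a group and say nothing of stability. There genes at an adjusted p under 0.05 numbered 0 for w1118 females averaged over time and 0 for Tau-KO males averaged over time. There also genes at an unadjusted p under 0.05 numbered 105 in w1118 females at 2 hr and 392, 421 and 240 in Tau-KO males at 1, 2 and 4 hr. Medians of lists there were cytosolic ribosome -0.0843, glial genes 0.0043 and digestive enzymes -0.0694 (w1118 females at 2 hr), antimicrobial peptides -0.0621 (w1118 females averaged over time), cytosolic ribosome 0.40, mitochondrial ribosome 0.70 and respiratory chain 0.32 (Tau-KO males at 4 hr), mitochondrial ribosome 0.79 (Tau-KO males averaged over time) and muscle genes -0.10 (Tau-KO against w1118), and no direction is read from them. Fold changes there were chp -0.17 (w1118 females at 2 hr), mRpL13 -0.38 (w1118 females at 2 hr), mRpS22 -0.18 (w1118 females at 2 hr), Yp1 -0.0784 (w1118 females at 2 hr), Yp2 -0.28 (w1118 females at 2 hr) and AttC -0.0762 (females against males), again without a direction. Without the libraries under 100000 counts, genes at an adjusted p under 0.05 numbered 2, 1 and 527 in Tau-KO males at 1, 2 and 4 hr, 0 for w1118 females averaged over time and 26 for Tau-KO males averaged over time. In that setting genes at an unadjusted p under 0.05 numbered 146 in w1118 males at 1 hr and 335 and 582 in Tau-KO males at 1 and 2 hr. The median log2 fold change or the direction of the list by camera turned for cytosolic ribosome 0.0428 (w1118 males at 1 hr). With a likelihood ratio test over all 48 libraries and no filter, genes at an adjusted p under 0.05 numbered 20 in w1118 females at 2 hr and 1 and 3 in Tau-KO males at 1 and 4 hr. In that setting genes at an unadjusted p under 0.05 numbered 185, 911 and 207 in w1118 females at 1, 2 and 4 hr, 447, 236 and 203 in w1118 males at 1, 2 and 4 hr, 455, 390 and 254 in Tau-KO females at 1, 2 and 4 hr and 609, 616 and 1474 in Tau-KO males at 1, 2 and 4 hr. With the replicate number as a block, the counts at an adjusted p under 0.05 became 0 in w1118 females (from 1) and 0 in Tau-KO males (from 3) averaged over time, the block changed no other count of calls by over 1.5 times, and 37 lists were called. The injured libraries that correlated best with the control of their own number were 1, 0, 0, 2, 0 and 0 of 3 in w1118 females and males and 0, 0, 0, 1, 1 and 3 of 3 in Tau-KO. Camera with an estimated correlation called 0 of the lists and fry 0. Leaving out each library in turn, genes at an adjusted p under 0.05 ranged over 0 to 5 (w1118 females at 2 hr), 0 (w1118 females averaged over time), 0 to 2 (Tau-KO males at 1 hr), 0 to 1 (Tau-KO males at 2 hr), 0 to 527 (Tau-KO males at 4 hr) and 0 to 199 (Tau-KO males averaged over time), where replicates of every group were left out together for averages. Genes at an unadjusted p under 0.05 ranged over 16 to 111 (w1118 females at 1 hr), 97 to 1157 (w1118 females at 2 hr), 7 to 159 (w1118 females at 4 hr), 90 to 282 (w1118 males at 1 hr), 22 to 99 (w1118 males at 2 hr), 17 to 65 (w1118 males at 4 hr), 38 to 491 (Tau-KO females at 1 hr), 33 to 537 (Tau-KO females at 2 hr), 24 to 373 (Tau-KO females at 4 hr), 150 to 335 (Tau-KO males at 1 hr), 135 to 582 (Tau-KO males at 2 hr) and 610 to 1334 (Tau-KO males at 4 hr). Medians of lists whose median or direction by camera turned ranged over -0.24 to 0.0587 for cytosolic ribosome (w1118 females at 1 hr), 0.00106 to 0.58 for photoreceptor genes (w1118 females at 1 hr), -0.00289 to 0.38 for cytosolic ribosome (w1118 females at 2 hr), 0.00242 to 0.53 for photoreceptor genes (w1118 females at 4 hr), -0.47 to 0.0428 for cytosolic ribosome (w1118 males at 1 hr), -2.83 to 0.32 for digestive enzymes (the sex difference of the response at 1 hr), -0.0123 to 0.37 for cytosolic ribosome (Tau-KO females at 1 hr), -0.0052 to 0.26 for muscle genes (Tau-KO against w1118), -0.44 to 0.0783 for photoreceptor genes (Tau-KO against w1118) and 0.0298 to 0.47 for cytosolic ribosome (the strain difference of the response in females). Fold changes that turned, for genes called with all libraries or with 1 left out, ranged over -3.64 to 0.81 for Def (w1118 females at 1 hr) and -3.53 to 1.17 for Surf1 (w1118 females at 1 hr). Changes without a call turned as well, such as AttC in w1118 females at 4 hr, from 0.76 to -1.41 without 4 hr replicate 2. With DESeq2's size factors 65 list results stayed on their side of the threshold with their direction, 4 lost their call and 0 turned, and over the omissions of single libraries or replicates 203, 108 and 10. In simulated data with the depths, spread and 3 libraries a group of these samples, 2% of genes changed by 2-fold and 32% of those changed by 4-fold were recovered in w1118 females at 1 hr. Genes varied independently in those data, unlike the real ones. With each library thinned to at most 400000 counts the unadjusted counts of w1118 were 45, 251, 49, 81, 50 and 27, against 41, 296, 63, 93, 50 and 34 without thinning. Each alternative was run.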

Differences from the paper's values

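Counts here use the thresholds of the paper's Figure 1, an absolute log2 fold change over 1 and an unadjusted p under 0.05. The paper's Materials and Methods state a false discovery rate under 0.05, at which the authors' deposited tables hold 0 genes. The paper's counts are those that these thresholds give in its deposited tables of 16995 genes, and for Tau-KO the text of the article gives none. The alternatives named were set before the data were examined unless said otherwise.

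In w1118 females at 1 hr, 12 genes were higher, against the paper's 42. Within 1.5 times the paper's count were the results with no filter (47), the omission of control replicate 3 (42), the omission of 1 hr replicate 3 (29) and the exact test on 6 libraries without a filter (41), and not with DESeq2's size factors, the replicate block, DESeq2, only the 6 libraries and the other single omissions. Genes higher in w1118 females at 2 hr came to 189, where the paper gives 313. The gap closed to within 1.5 times with DESeq2's size factors (240), no filter (415), the omission of 2 hr replicate 1 (457), the omission of 2 hr replicate 3 (252) and DESeq2 (280), and not with the replicate block, only the 6 libraries, the exact test on 6 libraries without a filter and the other single omissions. For w1118 females at 2 hr the paper counts 215 lower genes and 107 were found here. Counts within 1.5 times the paper's came with the omission of control replicate 2 (154) and the omission of 2 hr replicate 3 (232), and not with DESeq2's size factors, no filter, the replicate block, DESeq2, only the 6 libraries, the exact test on 6 libraries without a filter and the other single omissions. In w1118 females at 4 hr, 11 genes were higher, against the paper's 39. Within 1.5 times the paper's count were the results with no filter (32), the omission of control replicate 3 (44) and the exact test on 6 libraries without a filter (41), and not with DESeq2's size factors, the replicate block, DESeq2, only the 6 libraries and the other single omissions. Genes lower in w1118 females at 4 hr came to 52, where the paper gives 93. The gap closed to within 1.5 times with the omission of control replicate 2 (93), the omission of control replicate 3 (115) and the omission of 4 hr replicate 2 (87), and not with DESeq2's size factors, no filter, the replicate block, DESeq2, only the 6 libraries, the exact test on 6 libraries without a filter and the other single omissions.

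For w1118 males at 1 hr the paper counts 119 higher genes and 56 were found here. Counts within 1.5 times the paper's came with the omission of 1 hr replicate 1 (149), the omission of 1 hr replicate 3 (102) and the exact test on 6 libraries without a filter (81), and not with DESeq2's size factors, no filter, the replicate block, DESeq2, only the 6 libraries and the other single omissions. In w1118 males at 1 hr, 37 genes were lower, against the paper's 96. Within 1.5 times the paper's count were the results with no filter (100), the omission of 1 hr replicate 1 (133), the omission of 1 hr replicate 2 (102) and the exact test on 6 libraries without a filter (78), and not with DESeq2's size factors, the replicate block, DESeq2, only the 6 libraries and the other single omissions. Genes higher in w1118 males at 2 hr came to 27, where the paper gives 75. The gap closed to within 1.5 times with no filter (101) and the exact test on 6 libraries without a filter (57), and not with DESeq2's size factors, the replicate block, DESeq2, only the 6 libraries and the other single omissions. For w1118 males at 2 hr the paper counts 51 lower genes and 23 were found here. Counts within 1.5 times the paper's came with the omission of control replicate 1 (40), the omission of 2 hr replicate 2 (37), the omission of 2 hr replicate 3 (50) and the exact test on 6 libraries without a filter (54), and not with DESeq2's size factors, no filter, the replicate block, DESeq2, only the 6 libraries and the other single omissions. In w1118 males at 4 hr, 21 genes were higher, against the paper's 65. Within 1.5 times the paper's count were the results with no filter (84), the omission of control replicate 3 (44) and the exact test on 6 libraries without a filter (60), and not with DESeq2's size factors, the replicate block, DESeq2, only the 6 libraries and the other single omissions. Genes lower in w1118 males at 4 hr came to 13, where the paper gives 35. The gap closed to within 1.5 times with no filter (50), the omission of 4 hr replicate 2 (28) and the exact test on 6 libraries without a filter (44), and not with DESeq2's size factors, the replicate block, DESeq2, only the 6 libraries and the other single omissions.

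For Tau-KO females at 2 hr the paper counts 131 higher genes and 74 were found here. Counts within 1.5 times the paper's came with DESeq2's size factors (88), no filter (191), the omission of control replicate 1 (93), the omission of 2 hr replicate 3 (134), DESeq2 (107) and the exact test on 6 libraries without a filter (195), and not with the replicate block, only the 6 libraries and the other single omissions. In Tau-KO females at 4 hr, 29 genes were higher, against the paper's 78. Within 1.5 times the paper's count were the results with no filter (97), the omission of control replicate 1 (54), the omission of 4 hr replicate 1 (52) and the exact test on 6 libraries without a filter (77), and not with DESeq2's size factors, the replicate block, DESeq2, only the 6 libraries and the other single omissions. Genes higher in Tau-KO males at 1 hr came to 107, where the paper gives 236. The gap closed to within 1.5 times with no filter (320), the omission of control replicate 1 (232), the omission of control replicate 3 (170) and the omission of 1 hr replicate 2 (172), and not with DESeq2's size factors, the replicate block, DESeq2, only the 6 libraries, the exact test on 6 libraries without a filter and the other single omissions. For Tau-KO males at 1 hr the paper counts 146 lower genes and 54 were found here. Counts within 1.5 times the paper's came with no filter (213), the omission of control replicate 1 (103) and the omission of 1 hr replicate 2 (109), and not with DESeq2's size factors, the replicate block, DESeq2, only the 6 libraries, the exact test on 6 libraries without a filter and the other single omissions. In Tau-KO males at 2 hr, 156 genes were higher, against the paper's 274. Within 1.5 times the paper's count were the results with the omission of control replicate 1 (347), only the 6 libraries (192) and the exact test on 6 libraries without a filter (316), and not with DESeq2's size factors, no filter, the replicate block, DESeq2 and the other single omissions.

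A likelihood ratio test over all 48 libraries without a filter, chosen after seeing the values, came within 1.5 times the paper's count for 53 higher genes in w1118 females at 4 hr, dropping 4 of the paper's, 340 higher genes in Tau-KO males at 1 hr, dropping 6 of the paper's and 349 higher genes in Tau-KO males at 2 hr, dropping 18 of the paper's, and gave more than 1.5 times the paper's count in the other cases above. Among the genes that the filter kept, the authors' deposited tables call 36, 311 and 75 genes in w1118 females at 1, 2 and 4 hr, 97, 50 and 37 in w1118 males, 134, 131 and 87 in Tau-KO females and 120, 157 and 728 in Tau-KO males, against 41, 296 and 63, 93, 50 and 34, 206, 202 and 111 and 161, 275 and 931 here. Each of those genes had the same sign in both. Adjusted over the kept genes, their tables call 2 genes in Tau-KO males at 4 hr and 0 elsewhere.

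The paper states that Tip60, cher and Cdk5alpha were altered in NIR-exposed females. Tip60 passed an unadjusted p under 0.05 only at 2 hr, without a filter and with the omission of 2 hr replicate 3 (1 and 0 counts left after injury), against log2 fold changes with all libraries of -2.08, -0.40 and -0.44 at 1, 2 and 4 hr. cher, tested without a filter, passed only at 2 hr with the omission of 2 hr replicate 1, where the injured libraries left held 0 counts and no fold is given. Cdk5alpha at 4 hr (-2.40) passed without a filter (-2.37), with DESeq2 (-2.57), with the exact test on 6 libraries (-2.40), with the omission of 4 hr replicate 2 (0 counts left after injury, no fold given), without a filter also with the omission of control replicate 2 or 3 and with the likelihood ratio test chosen after seeing the values (-2.44). At 1 hr it passed with the omission of 1 hr replicate 2 and without the libraries that stand apart, also chosen after, each with 3 and 0 counts left after injury.

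The paper describes mRpL43 as the only mitochondrial gene of Figure 5 to fall in females, where Surf1 (-2.98) and bonsai (-1.78) at 1 hr and SdhA at 4 hr (-1.63) were lower as well without a filter. With the omission of control replicate 1 these were 1.17, -0.56 and -0.0752 in that fit and none passed, and single injured libraries ended each call too. It reports no immune change in males other than CecB, where the antimicrobial peptides as a list were higher at 4 hr (camera adjusted p = 0.00168; adjusted p = 0.966 with an estimated correlation), a call that ended also with the omission of 4 hr replicate 1 (adjusted p = 0.0718). Dro (1.31), CecA1 (1.70) and CecC (1.23) passed an unadjusted p under 0.05 in males at 4 hr without a filter, and none of them with the omission of 4 hr replicate 1.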

Other observations

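All tests of explanations in this part, the splits among them, were chosen after the results were seen.

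In the authors' deposited table of w1118 female controls with NIR against those without, 433 genes were higher and 52 lower at an absolute log2 fold change over 1 and an unadjusted p under 0.05. For w1118 males the authors' deposited table holds 129 and 77, for Tau-KO females 153 and 318 and for Tau-KO males 202 and 533. The unexposed libraries behind the authors' deposited table were not analysed here.

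Sex-limited RNAs stood at like levels under both sex labels, apart from the w1118 female 2 hr replicate 2 library, where roX1 was 47.2 CPM. The median of roX1, a male RNA, in libraries labelled female was 0.974 times that in libraries labelled male, where unmixed brains would give a ratio near 0. A swap of labels alone does not account for these levels: unmixed brains would leave some libraries labelled male with roX1 under 0.1 times the median, and 0 had that. Whether labels were swapped among mixed libraries cannot be told from roX1, which would be high in them under either label. Shallow libraries are argued against by a ratio of 0.95 among those of 500000 counts or more. RNA or reads of both sexes in most libraries could give these levels, and where they would have mixed stays open. No biological explanation was tested.

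Over all libraries, the median difference between a pair, as chi-square per degree of freedom, was 12.1 between replicates of 1 group and 10.9 between groups. It was 7.79 for the same replicate number and 11.9 for different ones, 11.6 and 10.7 for the same and different sex labels and 11.3 and 10.8 for strain labels.

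The count of 296 genes at an unadjusted p under 0.05 in w1118 females at 2 hr was the highest of the w1118 comparisons. Without 2 hr replicate 2 it was 97, so that 1 library could account for most of it. The deeper libraries at 2 hr are argued against, since 251 genes were called with every library thinned to at most 400000 counts. Without 2 hr replicate 1 or 3 the count was 1157 or 484. The 2 hr replicate 2 library held 47.2 CPM of roX1 and 11950 of Yp1, against medians of 937 and 1980 in libraries labelled female. Whether it was less mixed than the others was not tested. Nor was it tested whether its brain responded more strongly or was dissected with more of the retina and less muscle.

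The 6 libraries of a comparison make 10 splits, the real one included, too few for a share under 0.05. The real counts, with the highest of the others in brackets, at an unadjusted p under 0.05 were 41 (219), 296 (1276) and 63 (138) in w1118 females at 1, 2 and 4 hr and 93 (541), 50 (234) and 34 (223) in w1118 males. They were 206 (498), 202 (317) and 111 (288) in Tau-KO females and 161 (792), 275 (416) and 931 (894) in Tau-KO males. At an adjusted p under 0.05 they were 0 (0), 0 (283) and 0 (0) in w1118 females, 0 (0), 0 (0) and 0 (0) in w1118 males, 0 (0), 0 (0) and 0 (0) in Tau-KO females and 0 (151), 0 (0) and 0 (28) in Tau-KO males. For gene lists they were 5 (7), 5 (8) and 4 (6), 2 (5), 1 (4) and 3 (9), 6 (5), 6 (5) and 3 (5) and 0 (3), 0 (5) and 3 (3) in the same order. Splits that call several times the real count, as in w1118 females at 1 and 2 hr, in w1118 males and in Tau-KO males at 1 hr, point to a structure of the samples apart from injury. The share of the gene MRE16 in gene counts also varied. It was 15.4, 15.6 and 17.4% in w1118 female control replicate 1, 1 hr replicate 2 and 2 hr replicate 2, and 31.7% in male 1 hr replicate 2. It was 0.5 and 0.495% in Tau-KO female control replicate 2 and male 4 hr replicate 2. Whether this share goes with the calls was not tested.

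Of 100 splits drawn for the averaged contrasts, 26 gave as many genes at an adjusted p under 0.05 as the 1 of w1118 females (highest other 936), so chance cannot be excluded. In Tau-KO males 4 gave as many as the real 3 (highest other 13) and 6 gave as many as the real 476 at an unadjusted p (highest other 705). A share this near 0.05, in 1 of several contrasts, with 0 genes left without replicate 1 or 3 or with the replicate number as a block and 199 without replicate 2, does not settle whether chance made the grouping. Between the strains 2 of 50 gave as many as the real 87 at an unadjusted p (highest other 118), a share under 0.05 and as near to it, in 1 of 11 such contrasts, which settles no more. For the other contrasts chance cannot be excluded at an unadjusted p: of 50 splits, 27 gave as many as the real 203 (highest other 616) for the strain difference of the response in females and 8 as many as 396 (877) in males. Of 100 splits, 58 gave as many as the real 99 (1473) in w1118 females, 80 as many as 38 (879) in w1118 males, 17 as many as 214 (481) in Tau-KO females and 97 as many as 17 (514) between the sexes. For the sex difference of the response at 1, 2 and 4 hr they numbered 68, 55 and 36, against real counts of 82 (925), 184 (1624) and 68 (625). At an adjusted p, a real count of 0 is reached by any split, so nothing on chance follows from all 100 splits in w1118 males (highest other 76), Tau-KO females (51), the sexes (210) and the sex difference of the response at 1, 2 and 4 hr (0, 568 and 0), or from all 50 for the strains (1) and the strain difference of the response in females (0) and males (2). Splits with so many genes in w1118 females, the sexes and the sex difference at 2 hr point again to a structure of the samples.

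For gene lists, the splits of 100 that called as many as the real number were 48 in w1118 females (5 called, highest other 10), 100 in w1118 males (0, 6), 24 in Tau-KO females (5, 9) and 64 in Tau-KO males (1, 6). They were 90, 65 and 100 for the sex difference of the response at 1, 2 and 4 hr with real and highest other numbers of 4 (8), 3 (7) and 1 (9), and 85 for the sexes against a real 2 (11). Of 50 splits they were 8 for the strains against a real 7 (9), 30 for the strain difference in females against 3 (8) and 50 in males against 0 (4). Chance cannot be excluded for the lists where the real number was above 0, and where it was 0, as in w1118 males and the strain difference in males, any split is as large and nothing follows.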
